# IL-4 receptor dependent expansion of lung CD169^+^ macrophages in microfilaria-driven inflammation

**DOI:** 10.1371/journal.pntd.0007691

**Published:** 2019-08-30

**Authors:** Frédéric Fercoq, Estelle Remion, Stefan J. Frohberger, Nathaly Vallarino-Lhermitte, Achim Hoerauf, John Le Quesne, Frédéric Landmann, Marc P. Hübner, Leo M. Carlin, Coralie Martin

## Abstract

Lung disease is regularly reported in human filarial infections but the molecular pathogenesis of pulmonary filariasis is poorly understood. We used *Litomosoides sigmodontis*, a rodent filaria residing in the pleural cavity responsible for pleural inflammation, to model responses to human filarial infections and probe the mechanisms. Wild-type and Th2-deficient mice (*ΔdblGata1* and *Il-4receptor(r)a*^*-/-*^*/IL-5*^*-/-*^*)* were infected with *L*. *sigmodontis*. Survival and growth of adult filariae and prevalence and density of microfilariae were evaluated. Cells and cytokines in the pleural cavity and bronchoalveolar space were characterized by imaging, flow cytometry and ELISA. Inflammatory pathways were evaluated by transcriptomic microarrays and lungs were isolated and analyzed for histopathological signatures. 40% of WT mice were amicrofilaremic whereas almost all mutant mice display blood microfilaremia. Microfilariae induced pleural, bronchoalveolar and lung-tissue inflammation associated with an increase in bronchoalveolar eosinophils and perivascular macrophages, production of mucus, visceral pleura alterations and fibrosis. Inflammation and pathology were decreased in Th2-deficient mice. An IL-4R-dependent increase of CD169 was observed on pleural and bronchoalveolar macrophages in microfilaremic mice. CD169^+^ tissue-resident macrophages were identified in the lungs with specific localizations. Strikingly, CD169^+^ macrophages increased significantly in the perivascular area in microfilaremic mice. These data describe lung inflammation and pathology in chronic filariasis and emphasize the role of Th2 responses according to the presence of microfilariae. It is also the first report implicating CD169^+^ lung macrophages in response to a Nematode infection.

## Author summary

Filarial infections are tropical diseases caused by nematodes of the Onchocercidae family. Infections due to filariae regularly induce pulmonary manifestations, however lung pathogenesis of human filarial infections is poorly understood. *Litomosoides sigmodontis* is a rodent filaria living in the pleural cavity and responsible for pleural inflammation which is used to model responses in human filarial infections. Here, we analyse lung inflammation during the chronic phase of the infection, when female parasites release their offspring (microfilariae). 40% of mice do not present circulating microfilariae. We show that microfilariae enhance pleural cavity responses and induce pulmonary pathology (bronchoalveolar eosinophilia, perivascular cell infiltrates, mucus production and fibrosis of the visceral pleura). Numerous groups of tissue-resident macrophages are identified at homeostasis in the lungs which increase upon infection. Th2-deficient mice present higher parasite burden but lower inflammation and pathology. Our study provides new insight in filarial lung inflammation which may help to understand pathogenesis of human infections.

## Introduction

Human filarial infections are caused by nematodes of the Onchocercidae family. These parasites are transmitted by hematophagous arthropods and have a life cycle consisting of four larval stages (L1 to L4) with a moult occurring at the end of each larval stage, and an adult stage comprising separate males and females. Filarial infections cause several human diseases. Due to severe pathology that includes visual impairment and dermatitis for onchocerciasis, and lymphedema and hydrocele for lymphatic filariasis (LF) [1, 2],the World Health Organisation has marked both diseases for elimination. LF is caused by *Wuchereria bancrofti*, *Brugia malayi* and *B*. *timori*, mansonellosis by *Mansonella perstans* and zoonotic filariasis is mainly caused by *Dirofilaria immitis* a species that normally infects non-human animal hosts. Pulmonary manifestations of filarial infections are regularly reported in these human diseases [3–5].

Although infections with *M*. *perstans* are often considered asymptomatic, pleural effusions, pulmonary hypertension and peribronchic infiltrates have been described [5–7]. Tropical pulmonary eosinophilia (TPE) is a rare but documented manifestation of LF. The current concept of the pathogenesis of TPE suggests that it begins with lung parenchymal inflammation in individuals highly immunologically sensitized to filarial parasites. The offspring, microfilariae (Mf; L1), released from adult worms living in lymphatics are cleared in the pulmonary circulation, degenerate and release their antigenic constituents which trigger local inflammation [4, 8] leading to an asthma-like syndrome with eosinophilia, peribronchial infiltrates and fibrosis [4, 9, 10]. In human pulmonary dirofilariasis the parasites accumulate in the pulmonary artery where they embolize, ultimately leading to the formation of a pulmonary nodule or coin lesion on chest x-rays [11]. Importantly, and independent of the filarial species causing the infection, the molecular pathogenesis of pulmonary filariasis is poorly understood.

*Litomosoides sigmodontis* is a rodent filaria which is used to model the host response in human filarial infections [12]. Infective larvae (L3) migrate from the skin to the pleural cavity (PC) within eight days [13], where they remain for the duration of infection. In BALB/c mice, parasites mature and mate, and in about 60% of mice they release Mf that circulate in the bloodstream from approximately day 55 post infection (p.i.). In approximately 40% of mice, Mf are not observed. However, LF or mansonellosis patients are also often amicrofilaremic [2, 5, 14]. Independently of their Mf status, cotton rats and jirds exhibit some pulmonary lesions in the patent phase of *L*. *sigmodontis* infection between 60 and 100 days p.i. [15, 16]. Pleural cell infiltrates have been characterized through the filarial development [13, 17, 18], and more recently, inflammation of the visceral pleura was observed in patent BALB/c mice [19].

The aim of this study was to provide new insight into Mf-driven lung pathology during filariasis.

## Material and methods

### Ethics

All experimental procedures were carried out in accordance with the EU Directive 2010/63/UE and the relevant national legislation, namely the French “Decret No. 2013±118, 1^er^ fevrier 2013, Ministère de l'Agriculture, de l'Agroalimentaire et de la Foret”. Protocols were approved by the ethical committee of the Museum National d'Histoire Naturelle (Comité Cuvier, Licence: 68–002) and by the Direction départementale de la cohésion sociale et de la Protection des populations° (DDCSPP) (No. C75-05-15).

### Rodents and infestation protocol

Maintenance of the filaria *L*. *sigmodontis* Chandler, 1931 and recovery of infective larvae (L3) from the mite vector, *Ornithonyssus bacoti*, were carried out as previously described [20]. Six weeks-old female BALB/c OlaHSD mice were obtained from Envigo; 8-week-old jirds were purchased from Janvier. Genetically modified BALB/c mice were provided by Dr Hübner (Bonn). These included six to ten weeks-old homozygous *ΔdblGata1* female BALB/c mice, which present a deletion of a high-affinity GATA-binding site in the GATA-1 promoter leading to selective a loss of the eosinophil lineage [21]; six to ten weeks-old *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ female BALB/c mice, which are deficient for the α chain of the IL-4 receptor (IL4-Ra) and thus lacking IL-4/IL-13 signaling and for IL-5, leading to an absence of alternative activation of macrophages and an impaired maturation and recruitment of eosinophils, and a substantial microfilaremia when infected with *L*. *sigmodontis* [15, 16, 19, 22, 23]. All animals were maintained in the MNHN animal facilities on a 12-hours light/dark cycle. Mice were inoculated subcutaneously with a single dose of 40L3. Analyses were performed in the patent phase at D70 p.i.

### Dissection of mice, pleural and bronchoalveolar cells isolation, and filarial recovery

At necropsy, filariae (F) were recovered with pleural cells by lavaging the pleural cavity with 10 ml cold PBS as described in [13]. Bronchoalveolar cells were recovered by flushing of the bronchoalveolar space with 10 ml PBS as described in [13]. The first ml of pleural wash and the first ml of bronchoalveolar lavage were stored for further immunological analysis. Pleural cells and bronchoalveolar cells were resuspended in 1 ml of PBS+2% FCS. Red blood cells were removed by hypotonic lysis and pleural cells and bronchoalveolar cells were counted. Filariae were harvested, counted, fixed in 70% ethanol and analysed by light microscopy (Olympus BX63 microscope, DP72 camera). They were measured using CellSens Dimension 1.9 software. The recovery rate of filariae, expressed as 100 x number of worms recovered/number of larvae inoculated (F/L3) was established.

### Uterine content analysis of female filariae

Female filariae from WT Mf^neg^, WT Mf^pos^, *ΔdblGata1* Mf^pos^ and *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ Mf^pos^ BALB/c mice were incubated with DAPI (1:1000) for 1h and mounted in Fluoroshield Mounting Medium with DAPI (Abcam). Images from the proximal portion of the uteri (close to ovojector) were captured with an inverted laser scanning confocal microscope (SP5-SMD; Leica Microsystems) with a z-stack of 20μm. The images were processed and analysed using IMARIS (Bitplane) to measure the proportion of microfilariae over the whole developmental stages present in the proximal uteri portion.

### Microfilaremia and purification of microfilariae

Peripheral blood microfilaremia (number of microfilariae) was determined at day 60 and 70 p.i. on a 10μl Giemsa stained blood drop. Cardiac blood microfilaremia was determined at day 70 p.i.

Microfilariae (Mfs) were isolated as described in [24]. Briefly, blood from microfilaremic jirds was collected and the microfilariae were purified using a sucrose/Percoll density gradient, resuspended in 1mL PBS and counted.

### Cell analysis

Pleural and Bronchoalveolar cells were preincubated with murine Fc block CD16/CD32 and then stained with the following rat anti-mouse antibodies: anti-F4/80-APC (1:200; eBioscience, clone BM8), anti-SiglecF-PE (1:200, BD Bioscience, clone E50-2440), anti-Ly6G-V450 (1:200, eBioscience, clone 1A8), anti-CD4-PE (1:200; BD Bioscience, clone RM4-5) and anti-CD19-APC (1:200; BD Bioscience, clone 1D3). Macrophages were further analysed using anti-CD169-FITC (1:200, Biolegend, clone 3D6.112) and CD206-PE-Cy7 (1:200, Biolegend clone C068C2). Fluorescence Minus One (FMO) controls were used for each group with a pool of cells of all groups. The samples were run on a FACSVerse flow cytometer (BD Biosciences) and analysed using FACSuite software. Doublets and debris were excluded. CD169 and CD206 expression is expressed as mean fluorescence intensity (MFI) normalized by FMO (MFI-FMO).

### ELISA cytokine assays

Pleural wash (diluted 1:4) or bronchoalveolar (diluted 1:4) fluids collected from individual mice were assayed for cytokine content by enzyme-linked immunosorbent assay (ELISA) in duplicate. These assays were performed according to the manufacturers’ recommendations, using the following kits, IFN-γ, CCL2, IL-4, IL-6 (eBiosciences SAS, France), CCL11 (Peprotech, France) and CXCL9 (R&D, UK). Results are shown as pg/mL. Detection limits were 4 pg/ml for IL-4 and IL-6, 15 pg/ml for INF-γ, CCL2 and CXCL9 and 30 pg/ml for CCL11.

### Lung analysis by Scanning Electron Microscopy (SEM)

Lungs from naive and *L*. *sigmodontis* 70-day-infected WT mice and 6-months-infected jirds were removed from the chest, placed in a petri dish containing PBS and cut in 3-4mm thick sections. Sections were fixed with 2.5% glutaraldehyde, dehydrated with increasing concentrations of ethanol (from 50 to 100%), and dried with hexamethyldisilane (HMDS). Samples were then fixed on metal supports using double-sided carbon tape and metallized by sputtering gold (Jeol FJC-1200 metallizer). Observations of the visceral pleura were made with a Hitachi SU3500 SEM (MNHN Technical Electron Microscopy Platform).

### Lung histology and immunohistology on thin sections

Lungs from naïve and *L*. *sigmodontis* infected WT, *ΔdblGata1* and *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ BALB/c mice (n = 7–15 per group) were inflated with and fixed in 4% formalin, dehydrated in 70% to 100% ethanol baths, and then placed in toluene before paraffin embedding. Four-micron-thick serial sections were prepared and various stainings were performed: 1) Picrosirius red (Bio optica, Italy) and Masson's trichrome (Sigma-Aldrich) to visualize collagen fibers according to the manufacturers' recommendations; 2) Alcian Blue/Periodic Acid Schiff (AB-PAS) staining to visualize mucus producing cells using the following protocol: http://www.ihcworld.com/_protocols/special_stains/alcian_blue_pas_ellis.htm; 3) a cytokeratin immunostaining to visualize mesothelial cells; briefly antigens retrieval was performed using a solution of Proteinase K (10 μg/ml) in Tris-EDTA buffer, then peroxidases and endogenous alkaline phosphatases were blocked by adding DualEndogenous Enzyme Block (Dako, France). Sections were incubated with the mouse anti-human cytokeratins monoclonal Ab (1:50, clone AE1/AE3, Dako). Binding of the antibodies was detected by HRP linked universal secondary antibody (DAKO) and AEC substrate (DAKO). The sections were counterstained with a Mayer Hematoxylin solution. Lung sections were analysed by light microscopy (Olympus BX63 microscope, DP72 camera) using the cell Sens Dimension 1.9 software. Full lobe sections were imaged by mosaic imaging and pleural pathology (100 x length of pathologic pleura / total perimeter) and bronchial inflammation (100 x nb of AB-PAS positive bronchus sections / total nb of bronchus sections) were measured. For each parameter, 2–3 lung sections were analysed.

### Static Precision Cut Lung Slice (PCLS) imaging

Lungs from naive and *L*. *sigmodontis* infected WT, *ΔdblGata1* and *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ BALB/c mice (n = 4–11 per group) were prepared for confocal microscopic analysis. PCLS were preoduced as previously described [13]. Briefly, after removal of filariae, lungs were inflated with 2% low melting point agarose (Sigma-Aldrich) in PBS (40°C, pH 7.4) and covered with ice for 5 min. Lungs were removed from the pleural cavity, rinsed in PBS, fixed in PBS/PFA 4% for 2h at 4°C and stored in cold PBS/BSA1%/Azide 0.05%. The left lung was isolated and cut with a vibrating microtome (Campden 5100mz) into 300-μm slices. Lung slices were stained with the following cocktail at room temperature: first a hamster anti-mouse CD31 antibody (2H8, Life Technologies, 1:200) was applied for 3h; secondly Alexa Fluor 488 goat anti-hamster (1:200, polyclonal, Jackson), Alexa Fluor 594 rat anti-mouse CD68 (1:200, clone FA-11, Biolegend, company), Alexa Fluor 647 rat anti-mouse CD169 (1:200, clone 3D6.112, Biolegend), and DAPI (1:1500) were added for 1h. All antibodies were diluted in PBS/NGS 10%/BSA1%/TX-100 0.3%/Azide 0.05%. Several PBS washing steps were performed before and after a 2 min 4% PFA fixation and slices were transferred to glass slides, covered with buffered Mowiol 4–88, pH 8.5 (Sigma-Aldrich) then coverslipped. Areas of about 1mm x 1mm side by 100μm deep containing perivascular spaces or visceral pleura were acquired with a confocal microscope (Airyscan 880; Zeiss). At least 2 images of PVS and 1 of visceral pleura were obtained for each lung.

Images were analysed using the IMARIS software (Bitplane). The different planes (z) were stacked to obtain a three-dimensional reconstruction of the different fluorescence signals. Perivascular space volume was measured over the 50μ z-stack (in mm^3^) using the software tools and the number of cells present in the space (DAPI^+^ and DAPI^+^CD68^+^CD169^+^) was counted to determine cell concentration in the different PVS images (number cells/mm^3^).

### Lung Mf detection and quantification

Lung DNA was extracted to allow the detection and quantification of pulmonary microfilariae. The protocol was adapted from Bouchery *et al*. 2012. First, an 8 point standard curve was generated using lungs from naive mice to which a known number of Mf (from 0 to 1.000.000) was added before DNA extraction (see above for Mf purification).

Lungs (+/- Mf) were homogenized in a fixed volume of PBS (500 μl) using a Tissue Lyser II (Qiagen). 100μL of homogenate solution was used for genomic DNA extraction (QIAamp DNA Mini Kit, QIAGEN, Germany) according to the manufacturer’s protocol and finally eluted in 150 μl of sterile water. A real-time PCR was performed with the DNA Master Plus SYBR Green Kit (Roche Diagnostics, Meylan, France) in a LightCycler (Roche Diagnostics) with an initial incubation of ten minutes at 95°C, 40 amplification cycles of ten seconds at 95 °C, of five seconds at 60 °C, and of ten seconds at 72 °C, during which the fluorescence data were collected. The 10 μl reaction mixture contained 1X DNA Master Plus SYBR Green, 4 μM of each primer, and 4 μl of template. Filarial DNA and murine DNA were detected by targeting the actin of *L*. *sigmodontis* (*L*.*s* Actin 5'-ATCCAAGCTGTCCTGTCTCT-3’; 5'-TGAGAATTGATTTGAGCTAATG-3’) and the actin of *Mus musculus* (*M*.*m* Actin 5'-ATTGCTGACAGGATGCAGAAG-3’; 5'-AGTCCGCCTAGAAGCACTTG-3’) respectively. For each sample, the ratio (R) of signal (CT) from filarial actin and murine actin was performed to normalize the results as R = CT (*L*.*s* Actin) / CT (*M*.*m* Actin).

The number of microfilariae in the lung of infected WT, *ΔdblGata1* and *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ BALB/c mice (n = 9–12 per group, 1 for *ΔdblGata1*) was then extrapolated using this ratio and the standard curve.

### Lung cytokine expression analysis

Screening of inflammatory lung environment was performed with a qRT-PCR array (Mouse Cytokines & Chemokines RT^2^ Profiler PCR Array, Qiagen, Germany) according to manufacturer’s instructions. RNA extraction was performed on RNeasy Midi kit colums (Qiagen). The quantity and quality of the RNAs was verified with a spectrophotometer (Nanodrop2000, Thermo Scientific) and an Agilent 2100 bioanalyzer. The complementary DNAs (cDNAs) were produced with the First-strand cDNA kit (Qiagen). A pool of cDNA from naive mice lungs (n = 8) was compared with one from D70 p.i. infected mice (n = 8) by profiling 84 cytokine-related genes simultaneously. The real-time PCR cycling program (7300 real-time PCR System, Applied biosystem) was run and data were processed and displayed using the online RT^2^ Profiler PCR Array Data analysis 3.5 software (Qiagen). Gene expression was normalized with 4 housekeeping genes (*Actb*, *Gapdh*, *Gusb*, *Hsp90ab1*). Transcripts with a fold change *>*2 were selected (raw data are available on GEO https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE115596).

Array results were validated by performing qRT-PCR on all individual samples (n = 8/group) for the highly upregulated genes *Cxcl9*, *Ccl2* and *Il1-3* with the following couples of primers: *Cxcl9*, 5’-CCATGAAGTCCGCTGTTCTTTTCC-3’; 5’-TGGGGCAAACTGTTTGAGGTCT-3’; *Ccl2*, 5’-ACTGCATCTGCCCTAAGGTCTTCA-3’; 5’-TAAGGCATCACAGTCCGAGTCACA-3’; *Il-13*, 5’-GGATATTGCATGGCCTCTGTAACC-3’; 5’-GTGGCGAAACAGTTGCTTTGTG-3’. A DNA Master Plus SYBR Green Kit (Roche Diagnostics, France) was used in a LightCycler 2.0 (Roche Diagnostics, France) with an initial incubation of 10 min at 95°C, 40 amplification cycles of ten seconds at 95°C, of 8 seconds at 60°C, and of 10 sec at 72°C, during which the fluorescence data were collected. The 10 μL reaction mixture contained 1X DNA MasterPlus SYBR Green (QIAGEN, France), 0.5 μM of each primer, and 5 μL of template. Gene expression was then determined relative to β-actin and GAPDH using the 2-ΔΔCT method.

Transcriptional data were evaluated using Ingenuity Pathway Analysis (IPA, Systems Inc., USA) and the activation of biological functions occurring in the tissue was predicted (IPA Core Analysis).

### Statistical analyses

Data analyses were performed with Prism 5.0 software (GraphPad Inc.). The choice of statistical tests was based on sample size and normality (Shapiro-Wilk test) examined prior to further analysis. Data from independent experiments were pooled when possible. When normality was established, results were analysed by one-way ANOVA test in order to determine the effect of one factor, followed by a Bonferroni's multiple comparisons post-test; otherwise non-parametric Kruskal Wallis tests followed by a Dunn's multiple comparisons post-test were used. Correlations between two datasets were analysed using the Pearson test. In all figures, the mean value is visually depicted. P values correlate with symbols as follows: ns = not significant, p > 0.05, * p ≤ 0.05, ** p ≤ 0.01, *** p ≤ 0.001. Mice were allocated randomly into experimental groups after matching for age. Specific numbers of animals can be found in corresponding figure legends.

## Results

### The lungs of filariae-infected rodents show overlying lesions and chronic inflammation of visceral pleura

The life cycle of the filaria *L*. *sigmodontis* is maintained in jirds (S1 Fig), a rodent similarly permissive to the cotton rat, its natural host. Upon opening the pleural cavity, polyps on the lungs are regularly observed. Scanning electron microscopy of the lungs of infected jirds, six months p.i. revealed marked pathology of the visceral pleura with a bullous/hairy appearance, composed of nodule-like structures (Fig 1A and 1B). To a much lesser extent, cuboidal ‘swollen’ mesothelial cells were observed on visceral pleura of BALB/c mice (Fig 1C and 1D). However, histology of infected mice revealed important modifications of the visceral pleura. Normal visceral pleura is composed of a single layer of pavimentous mesothelial cells expressing cytokeratine (Fig 1E). In infected BALB/c mice, mesothelial cell hypertrophy (increased cell volume) and hyperplasia of the visceral pleura (increased cell number) were observed (Fig 1F and 1G). Quantification (Fig 1H–1J) showed that all infected mice had a large portion of visceral pleura with hypertrophic mesothelial cells and hyperplasic areas (about 60% and 35% of the total perimeter of lung sections respectively (Fig 1I and 1J). Hyperplasic areas contained a dense mesh of collagen fibers, a signature of localized fibrosis, in contrast to normal and hypertrophic areas (Fig 1K–1M).

**Fig 1:**
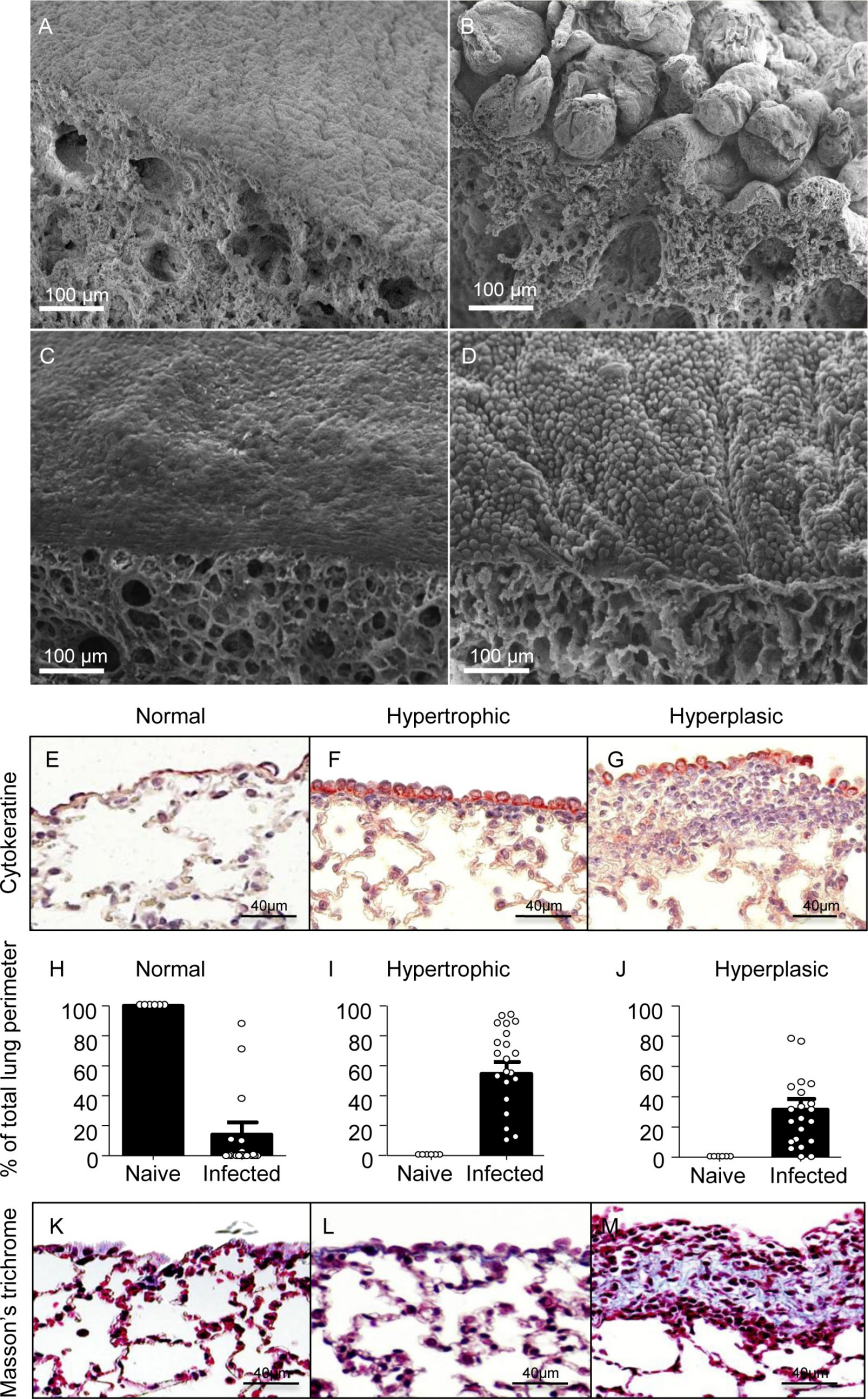
Visceral pleura pathology and fibrosis in rodent lungs during chronic filarial infection. (**A-B**) Jirds infected with *L*. *sigmodontis* were euthanized 6 months p.i., and lungs were recovered and prepared for scanning electron microscopy. (**A**) Normal lung visceral pleura (with pavimentous mesothelium) in a naive jird; (**B**) pathological bullous visceral pleura in an infected jird. (**C-M**) BALB/c mice infected with *L*. *sigmodontis* were euthanized 70 days p.i. and lungs were recovered. (**C-D**) Lungs were prepared for scanning electron microscopy. (**C**) Normal pleura in a naive 16-week-old BALB/c mouse; (**D**) pathological pleura with cuboidal mesothelium in an infected mouse. (**E-M**) lungs were paraffin-embedded and 4μm-section were prepared (**F-G**) Mesothelial cells were stained by anti-cytokeratine antibodies (red) revealing (**F**) hypertrophic mesothelial cells and (**G**) hyperplasic area below the mesothelial cells. (**H-J**) Quantification of hypertrophic (**I**) and hyperplasic (**J**) areas on the visceral pleura. (**K-M**) Staining for collagen (in blue) using Masson’s trichrome showing normal mesothelium (**K**), hypertrophic mesothelium (**L**) and accumulation of collagen in hyperplasic visceral pleura (**M**). Results are expressed as mean ± SEM (pool of 3 independent experiments) of n = 10 naïve mice, n = 22 infected mice.

### Chronic filariasis triggers specific inflammatory response pathways in the lung

To characterize lung inflammation in filariae-infected rodents, an analysis of cytokine and chemokine transcripts was performed on BALB/c lungs at 70 days p.i. 

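The transcripts were measured in 1 pool of lung cDNA from 8 naive BALB/c mice and 1 pool from 8 BALB/c mice infected with *L*. *sigmodontis*, a filarial nematode of rodents whose adults live in the pleural cavity. Each pool was run once on a 96-well qRT-PCR array with 84 target genes, 5 housekeeping genes and control wells. The array records for each gene the Ct, the PCR cycle at which its fluorescence passes a set level, and a Ct that is earlier by 1 cycle stands for 2 times as much template. Target genes had a median Ct of 28.1 in the naive pool and 27.5 in the infected pool, from 20.7 (*Vegfa*) and 21.1 (*Mif*) up to a ceiling of 35. The authors deposited the Ct values, the levels relative to the mean of *Actb*, *Gapdh*, *Gusb* and *Hsp90ab1*, and the fold changes that the array software made from them. Here the fold changes were computed again from the Ct values with the same 4 housekeeping genes, and they lay within 0.776% of the authors' deposited fold changes. The 4 housekeeping genes moved by different amounts between the pools, from 0.60 cycles earlier in the infected pool for *Gusb* to 0.28 cycles later for *Actb*, with an SD of 0.415 cycles over the 4 genes. *B2m*, the light chain of MHC class I and the fifth housekeeping gene of the array, was 2.58-fold higher in the infected pool and was not used as a normaliser. The genomic DNA control stayed at the ceiling in both pools. The 3 positive PCR control wells had a mean Ct of 18.6 (SD 0.403) in the naive pool and 18.5 (SD 0.201) in the infected pool, and the 3 reverse transcription control wells had 21.1 (SD 0.100) and 22.3 (SD 0.080). A gene at the ceiling in 1 pool has only a lower bound for its fold change, a list median that rests on such a gene is set by the ceiling, and no fold is given for *Ifna2* and *Il17a*, which were at the ceiling in both. With 1 pool per condition there is no error across mice and no test was made; each fold compares these 2 pools. Genes were grouped in 16 lists, and the median log2 fold of a list is given with its percentile among 10000 random lists of the same size and similar Ct, which describes these pools and is no p-value. The lists were fixed before the data were examined but after Fig 2A had been read, so no percentile is independent evidence.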

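Of the 84 target genes, 28 were over 2-fold higher in the infected pool than in the naive pool, 7 were over 2-fold lower and 44 with a Ct under the ceiling in both pools lay within 2-fold. Of the other 5, *Il3*, *Nodal* and *Il9* have only bounds, which lie under 2-fold, and *Ifna2* and *Il17a* have no fold. Of the CCR2 ligands, which draw monocytes from the blood, *Ccl2* was 21.1-fold higher, *Ccl7* 18.6-fold and *Ccl12* 3.43-fold. *Cx3cl1*, the ligand of the monocyte receptor CX3CR1, was 2.54-fold lower. The 4 monocyte chemoattractants together had a median log2 fold of 3.00, at percentile 99.6 of the random lists. This median was 2.21 with the median Ct of the 74 target genes under the ceiling as normaliser. Of 5 genes of the IL-10 family and other regulatory cytokines, 3 were higher (median log2 fold 1.41, percentile 88.1). This median is the value of *Il24*, a lower bound, and it was 0.65 with a ceiling of 33 or with genes over 30 cycles in both pools left out. *Il10* was 11.8-fold higher, from a Ct of 34.2 to 30.6 (at least 5.20-fold with a ceiling of 33), *Il27* was 3.55-fold higher, and *Il24*, at the ceiling in the naive pool, was at least 2.65-fold higher. Of 6 neutrophil chemoattractants and related factors, 2 were higher (median log2 fold 0.67, percentile 75.7, but a median of 0.15 with a ceiling of 33 and -0.11 with the median Ct of the 74 target genes under the ceiling as normaliser): the chemokine *Cxcl1* at 3.09-fold and the granulocyte growth factor *Csf3*, at the ceiling in the naive pool, at least 2.26-fold. *Cxcl3*, of the same list, was at 1.97-fold. Among the lower genes, *Adipoq*, the hormone adiponectin of fat cells, was 13.5-fold lower and *Mstn*, the growth factor myostatin of skeletal muscle, was at least 6.29-fold lower (at least 1.57-fold with a ceiling of 33). These 2 genes made up the list of markers of other tissue that a lung sample could hold. *Ccl20*, the ligand of CCR6, was 3.64-fold lower, *Bmp6* 2.38-fold and *Il17f* 2.24-fold. With 6 other sets of housekeeping genes as normalisers, 25 of the 28 higher genes and 5 of the 7 lower genes had a fold or bound past 2-fold in each set, and *Csf3*, a bound, *Fasl*, *Il12b*, *Il12a* and *Il17f* did not. With the median Ct of the 74 target genes under the ceiling in both pools as normaliser, 14 genes were over 2-fold higher and 22 were over 2-fold lower, and *Ccl3*, *Ccl5*, *Ccl11*, *Ccl12*, *Ccl22*, *Cxcl1*, *Cxcl11*, *Fasl*, *Il4*, *Il12b*, *Tnfsf11*, *Xcl1* and the bounds of *Csf3* and *Il24* were no longer over 2-fold higher. This normaliser shifted all log2 folds by -0.78, beyond their median of 0.35, so it went past centring them. Centring on the median Ct difference of the 74 genes, chosen after seeing the data, gave 20 higher and 11 lower.

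**Figure D1:**
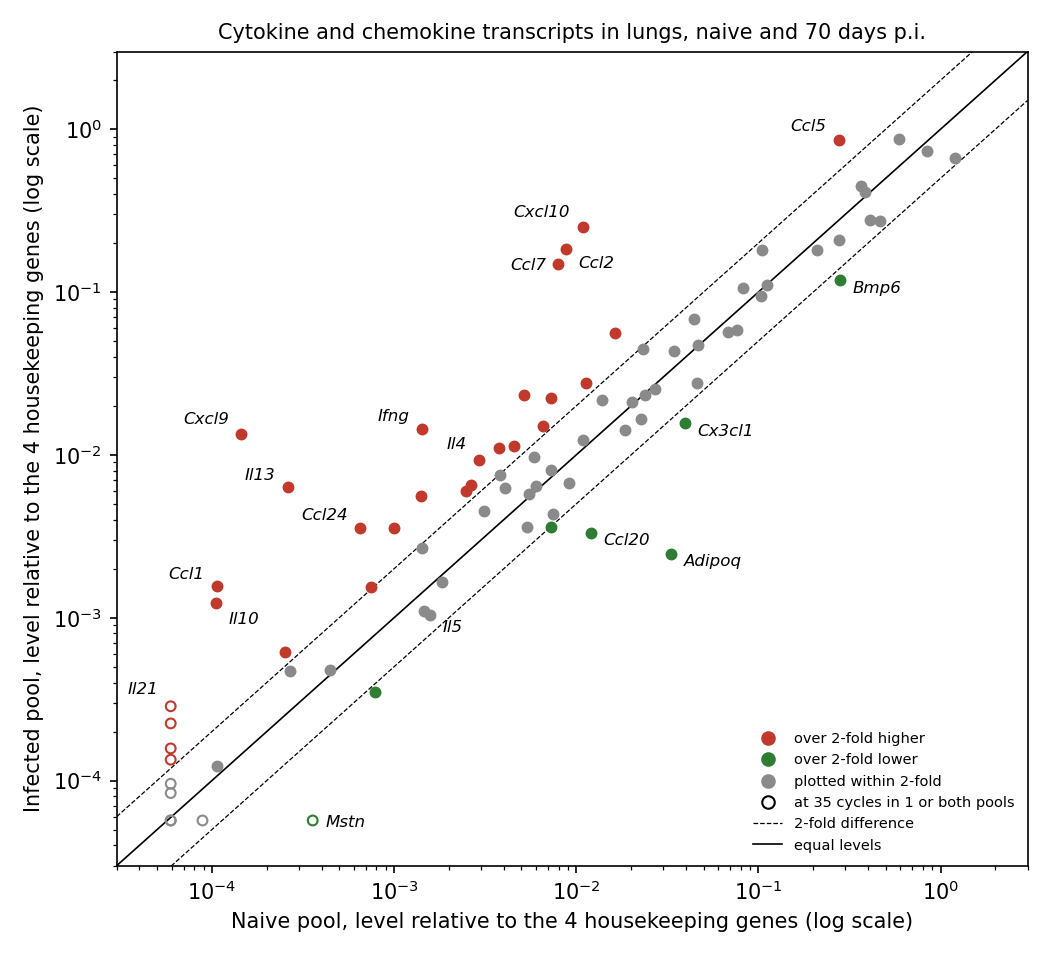
Level of each of the 84 target genes in the infected pool (vertical axis) against the naive pool (horizontal axis), relative to the mean of 4 housekeeping genes, on log scales, with 1 pool of 8 mice per condition. Red points are the 28 genes over 2-fold higher and green points the 7 over 2-fold lower in the infected pool, grey points are plotted within 2-fold, and open points were at 35 cycles in 1 or both pools; *Cxcl9*, *Cxcl10*, *Ccl2*, *Ccl7* and *Il13* lie farthest above the line of equal levels and *Adipoq* farthest below it.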

The expression of 84 cytokine/chemokine-coding genes was analyzed and an upregulation of the expression of 30 genes and the downregulation of 7 genes was observed in infected mice compared to naïve mice, with some mixed Th1/Th2 signatures (Fig 2A). Among them, the expression of the Th1-related cytokines *Cxcl9*, *Cxcl10* and *Ifn-ɣ* were highly increased, as well as the prototypical Th2 cytokines *Il-13* and *Il-4*. 

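*Cxcl9*, a chemokine that interferon-gamma induces and that attracts T cells through CXCR3, had the largest fold of the 84 genes. It was 92.3-fold higher in the infected pool, from a Ct of 33.7 in the naive pool to 27.1, and at least 56.4-fold higher with a ceiling of 33. The other CXCR3 ligands were higher as well, *Cxcl10* by 23.1-fold and *Cxcl11* by 2.42-fold, and *Ifng* was 10.2-fold higher, from a Ct of 30.4 to 27.0. In the GRCm38.p6 annotation, *Cxcl10* and *Cxcl11*, which was found there by symbol only, are neighbours and 1 coding gene, *Art3*, lies between *Cxcl9* and *Cxcl10*. Of 11 genes of Th1 cytokines, the cytokines that drive them and interferon-gamma-induced chemokines, 6 were over 2-fold higher, 1 was lower and 4 lay within 2-fold (median log2 fold 1.05, percentile 83.2, but a median of 0.27 with the median Ct of the 74 target genes under the ceiling as normaliser). The subunits of IL-12 went opposite ways, with *Il12b* 2.07-fold higher and *Il12a* 2.00-fold lower, both near the 2-fold threshold. *Il13*, an effector cytokine of Th2 cells that acts on epithelium and fibroblasts, was 24.4-fold higher, from a Ct of 32.9 to 28.2. *Il4*, its neighbour in the same annotation and the cytokine that drives Th2 differentiation, was 3.18-fold higher, from 29.4 to 27.6. With the median Ct of the 74 target genes under the ceiling in both pools as normaliser, *Cxcl9* was 53.6-fold, *Cxcl10* 13.4-fold, *Ifng* 5.92-fold and *Il13* 14.2-fold higher, and *Il4* at 1.85-fold, *Cxcl11* at 1.41-fold and *Il12b* at 1.20-fold were under the threshold. With the median over all 84 target genes, chosen after seeing the data, *Il4* was at 2.12-fold.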

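*Il5*, the main growth and survival factor of eosinophils, had a Ct of 30.3 in the naive pool and 30.8 in the infected pool. Its fold was 0.659, within 2-fold and below that of each normalising gene, which ranged from 0.789 (*Actb*) to 1.45 (*Gusb*). In the GRCm38.p6 annotation 1 coding gene, *Rad50*, lies between *Il5* and *Il13*. Of the 5 Th2 cytokines and IL-3, *Il13* and *Il4* were over 2-fold higher, *Il5* lay within 2-fold, and *Il9* and *Il3* have only bounds (median log2 fold 0.50, percentile 31.5). This median is the value of *Il3*, a lower bound, and it was -0.062 with a ceiling of 33, -0.28 with the median Ct of the 74 target genes under the ceiling as normaliser, and 3.14 with genes over 30 cycles in both pools left out. The last setting drops *Il5* and keeps only *Il4* and *Il13*, and *Il13*, at a Ct of 32.9 in the naive pool, stays only through its Ct in the infected pool. *Il9*, a mast cell growth factor, reached the ceiling in the infected pool and was at least 1.56-fold lower, and *Il3* was at the ceiling in the naive pool and at least 1.41-fold higher. Both genes were over 33 cycles in both pools, so neither has a fold with a ceiling of 33. The fold of *Il5* ran from 0.545 to 0.746 over the 6 other sets of housekeeping genes, and it was 0.383, over 2-fold lower, with the median Ct of these 74 genes as normaliser.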

*Il-5* expression was not modulated at this timepoint. Results were validated by individual qRT-PCR for the highly upregulated genes *Cxcl9*, *Ccl2* and *Il-13* (Fig 2B). Microfilaremic and amicrofilaremic BALB/c mice are similar.

**Fig 2:**
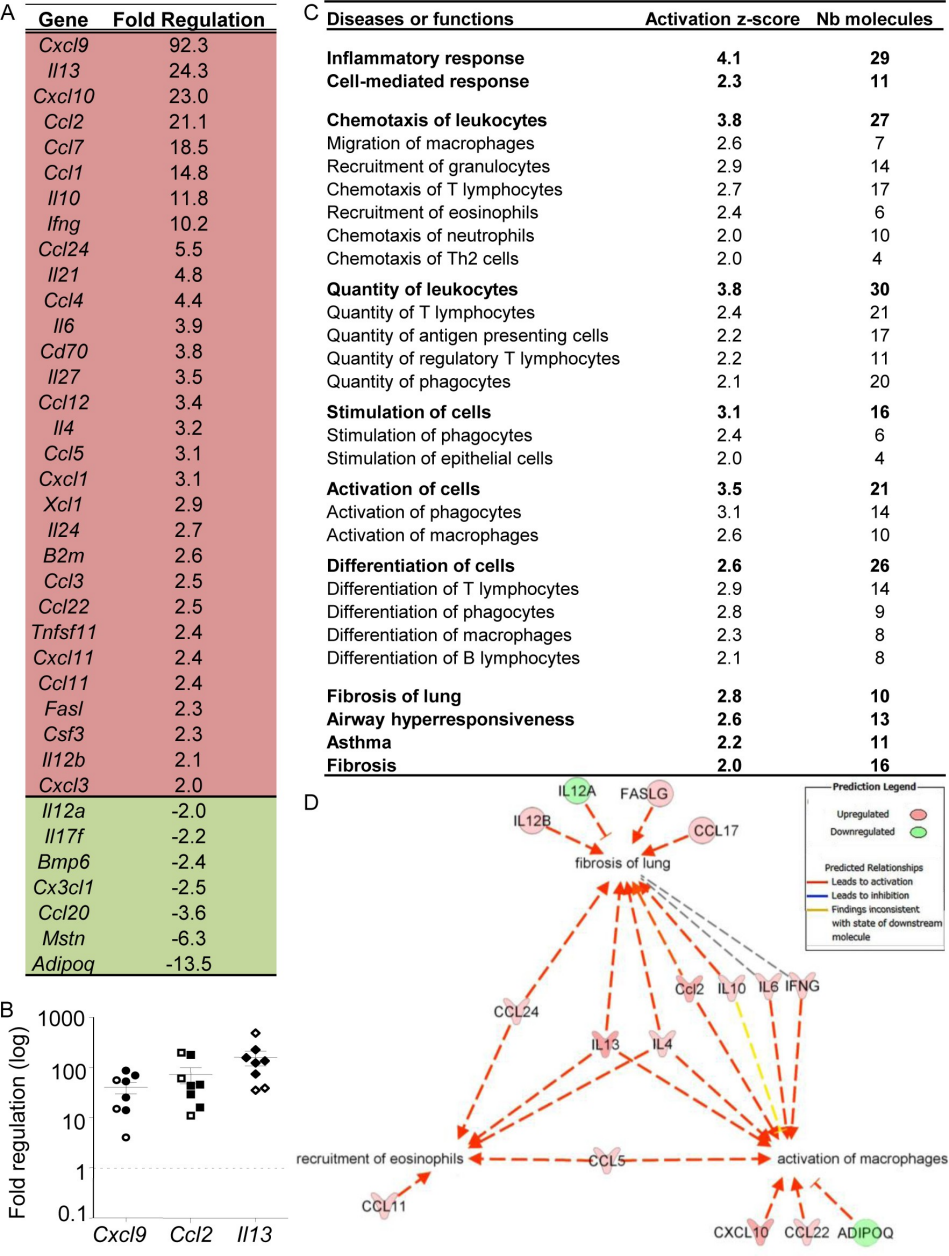
Analysis of cytokine gene expression changes in lungs during filarial infection. Lungs were recovered from *L*. *sigmodontis* infected BALB/c mice at 70 days p.i. and processed for gene expression profiling of cytokines/chemokines. (**A**) Analysis of differentially expressed genes; Fold change cut-off >2; cDNA pools from 8 naive and 8 infested mice; (**B**) individual qRT-PCR analysis for *Cxcl9*, *Ccl2* and *I113* transcripts; results are expressed as mean ± SEM (n = 8 naive and 8 infested mice). Plain symbols indicate microfilaremic mice, open symbols correspond to amicrofilaremic mice (**C**) Pathway analysis of selected gene-related functions reveals a strong inflammatory reaction in infected lungs. Gene expression profiles were analyzed with Ingenuity Pathway Analysis (IPA) to predict the functional consequences of the infection. The first column indicates the main diseases or functions predicted to be activated (the full list is presented on S1 Table); the second column shows the Activation z-score calculated by the software (activation if z-score≥2) and the third one indicates the number of molecules from the array involved in the disease or function. (**D**) A molecular network linking macrophage activation, eosinophil recruitment and pulmonary fibrosis was generated using the transcript profiles. Edges and nodes are color-coded based on the predicted relationships as indicated in the Prediction Legend.

*In silico* analysis of the results indicated robust lung inflammation, associated with the recruitment and activation of myeloid cells (especially macrophages and eosinophils) and lymphocytes (B cells, Th2 cells and Tregs) (Fig 2C and S1 Table). Furthermore, the development of Th2-associated lung pathology, such as fibrosis, asthma or airway hyper-responsiveness was also predicted (Fig 2C). 

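S1 Table lists molecules of the array for each function of the Ingenuity Pathway Analysis, and of their 39 names all but CCL3L3 and CXCL2 matched the array by symbol or synonym, to 36 genes. For activation of macrophages, 9 of the 10 matched genes were over 2-fold higher and 1, *Adipoq*, was lower. For recruitment of eosinophils, all 5 matched genes were higher, and for migration of macrophages all 5. For chemotaxis of Th2 cells, 3 of 4 were higher and *Ccl17*, a CCR4 ligand, was at 1.93-fold. For quantity of regulatory T lymphocytes, 9 of 11 were higher, 1 was lower and *Lta* was at 1.89-fold. For differentiation of B lymphocytes, 7 of 8 were higher and *Il12a* was lower. For the inflammatory response, 20 of 26 were higher, 3 were lower and 3 lay within 2-fold. The study chose these genes on the same pools, so the counts are not independent evidence of a direction. They also fall with the median Ct of the 74 target genes under the ceiling as normaliser. There *Il4* (1.85-fold), *Ccl5* (1.82-fold) and *Ccl11*, listed for eosinophils, were under 2-fold, as were *Ccl5* and *Il12b* (1.20-fold) for migration of macrophages. Of 5 eosinophil and Th2-cell chemokines, 4 were higher (median log2 fold 1.31, percentile 88.1). With the median Ct of the 74 target genes under the ceiling as normaliser the median was 0.53, and *Ccl22* at 1.44-fold and *Ccl11* at 1.41-fold were under the threshold. *Ccl1*, a CCR8 ligand, was 14.8-fold higher from a Ct of 34.2 in the naive pool (at least 6.62-fold with a ceiling of 33), *Ccl24*, a CCR3 ligand that attracts eosinophils, 5.45-fold, and *Ccl22* 2.48-fold. *Ccl11*, eotaxin, was at the same fold as *Cxcl11*. Of 8 growth and help factors of T and B cells, 2 were higher (median log2 fold 0.53, percentile 50.1, but a median of 0.10 with a ceiling of 33 and -0.25 with that normaliser). These were *Il21*, which helps B cells, and *Cd70*, the ligand of CD27, both at the ceiling in the naive pool and at least 4.81-fold and 3.78-fold higher. With a ceiling of 33, *Il21* was at least 1.20-fold higher, a bound under the threshold, and *Cd70* had no fold. Of 10 genes of the TNF superfamily, 3 were higher (median log2 fold 0.68, percentile 74.7), *Cd70*, *Tnfsf11* at 2.44-fold and *Fasl* at 2.28-fold. This median was -0.10 with the median Ct of the 74 target genes as normaliser, and there *Tnfsf11* at 1.42-fold and *Fasl* at 1.32-fold were under the threshold. The activation z-scores in S1 Table, which are the paper's values, were 4.14 for the inflammatory response, 2.61 for activation of macrophages and 2.39 for recruitment of eosinophils. The paper takes such a score of at least 2 as activation, and states from this prediction that inflammation of the lungs went with recruited and activated myeloid cells and lymphocytes.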

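The genes listed for lung disease were mostly higher in the infected pool. For fibrosis of lung, 8 of 10 matched genes of S1 Table were over 2-fold higher, *Il12a* was lower and *Ccl17* lay within 2-fold. For asthma, all 10 matched genes were higher. For airway hyperresponsiveness, 9 of 11 were higher and *Adipoq* was lower. For fibrosis in any tissue, 10 of 15 were higher, 4 were lower and 1 lay within 2-fold, and the lower genes were *Adipoq*, *Bmp6*, *Il12a* and *Mstn*. *Il6*, a cytokine of acute inflammation that is listed for each of these, was 3.97-fold higher. These genes were also chosen by the study on the same pools. With the median Ct of the 74 target genes under the ceiling as normaliser, *Fasl* (1.32-fold), *Il12b* (1.20-fold) and *Il4* (1.85-fold) of fibrosis of lung were under 2-fold. So were *Ccl5* (1.82-fold), *Ccl11* (1.41-fold) and *Il4* of asthma. In the list of 7 factors of tissue repair and fibrosis, 4 were over 2-fold higher and 3 lay within 2-fold (median log2 fold 1.67, percentile 98.4, but a median of 0.89 with the median Ct of the 74 target genes under the ceiling as normaliser). The higher ones were *Il13*, *Il4*, *Ccl2* and *Ccl24*. All 4 are genes of Fig 2A, which had been read when the list was fixed, so its percentile is not independent evidence either. *Spp1*, osteopontin, was at 1.24-fold, *Tgfb2* at 0.834-fold and *Vegfa*, the vessel growth factor, at 0.558-fold. The activation z-scores of the paper in S1 Table were 2.78 for fibrosis of lung, 2.58 for airway hyperresponsiveness, 2.22 for asthma and 2.00 for fibrosis.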

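Fig 2D joins 16 genes of the array to 3 functions, and *Il13* and *Il4* are the 2 genes with links to all of them. Of the 14 genes drawn as upregulated, 13 were over 2-fold higher in the infected pool, and *Ccl17* was the exception. Both genes drawn as downregulated, *Adipoq* and *Il12a*, were over 2-fold lower. The paper made this network from the same pools, so the match of its drawn directions is not independent evidence. *Il13* and *Cxcl10* had the highest log2 folds, 4.61 and 4.53, and *Ccl5*, which attracts eosinophils and T cells and is linked to both eosinophils and macrophages, had 1.65. *Ccl2* ran from 12.3-fold to 23.9-fold over all 8 normaliser settings. In each of the 8 settings, 8 of the 16 genes were past 2-fold, and 12 were in each of those made from housekeeping genes.

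**Figure D2:**
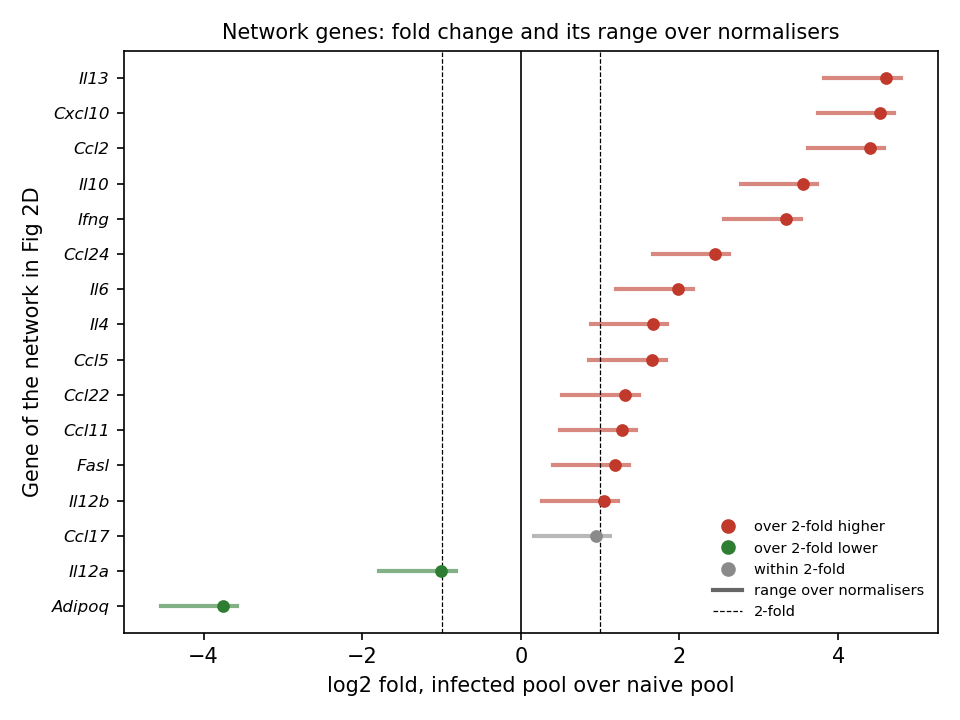
Log2 fold of the 16 network genes in the infected pool over the naive pool (horizontal axis), with points for the 4 housekeeping genes as normalisers and bars for the range over 8 normaliser settings, which is no error across mice. *Il13*, *Cxcl10* and *Ccl2* lie above 3 in each setting, the bar of *Il4* crosses the 2-fold line at its low end, and *Adipoq* lies farthest below 0.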

A molecular network linking macrophage activation, eosinophil recruitment and pulmonary fibrosis was generated using the transcriptional profiles, highlighting a central role of IL-13 and IL-4 in pathogenesis and cell recruitment/activation (Fig 2D).

### The fertility and survival of filariae are dependent on a Th2 background

To understand the role of Th2 cytokines in parasite outcome, two genetically modified strains of mice were compared to BALB/c wild type (WT) mice: 1) the *ΔdblGata1* BALB/c mice, which lack the eosinophil lineage [21]; 2) the *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ BALB/c mice, characterized by an absence of alternative activation of macrophages and impaired maturation and recruitment of eosinophils [15, 16, 19, 22].

Mf were counted in peripheral and cardiac blood of the WT and mutant mice. This revealed striking differences between the genotypes (Fig 3A and 3B): 63% of WT mice show circulating Mf (Mf^pos^) but 83% of *ΔdblGata1* and 100% of *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ were Mf^pos^ [23]. Moreover, Mf in peripheral blood and heart were more numerous in *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ than in WT Mf^pos^ mice, and *ΔdblGata1* showed an intermediate phenotype (Fig 3A and 3B).

**Fig 3:**
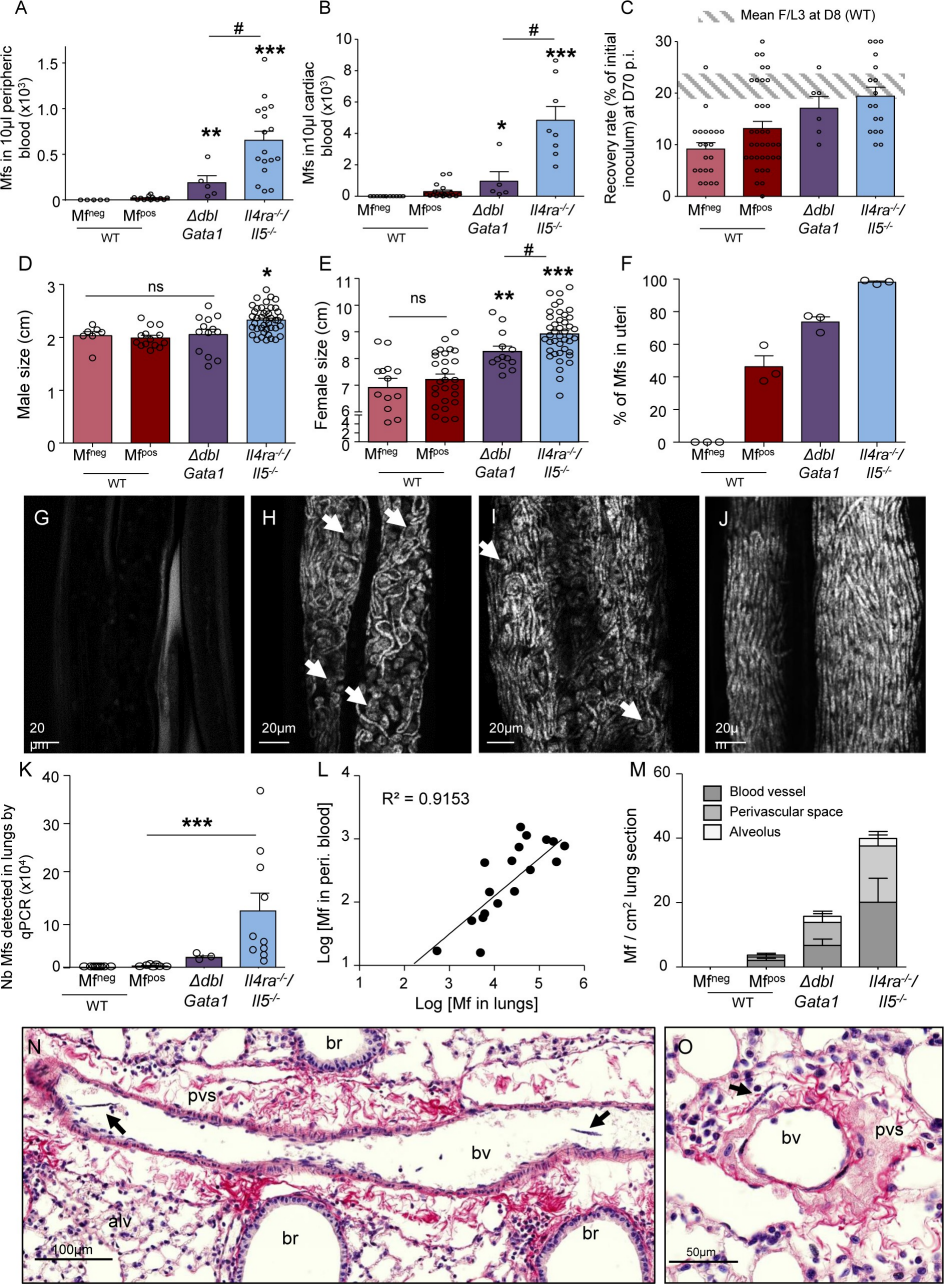
Filarial burden and growth are dependent on eosinophils, IL-5 and IL-4R. *L*. *sigmodontis* infected wild type (WT), *ΔdblGata1* and *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ BALB/c mice were compared at 70 days p.i. for their microfilarial load in (**A**) peripheric blood or (**B**) cardiac blood (Mf are 10-fold more concentrated in cardiac blood than peripheral blood, allowing us to characterize Mfpos mice that would have been misdiagnosed using only peripheral blood). Results are expressed as mean ± SEM (n = 11 WT Mf^neg^, n = 19 WT Mf^pos^, n = 5 *ΔdblGata1* Mf^pos^, n = 8 *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ Mf^pos^). Kruskal-Wallis followed by a Dunn's Multiple Comparison Test: *p<0.05. **p<0.01, ***p<0.001 represent differences between Mf^pos^ mice; #p<0.05 represent differences between mutant mice. (**C**) the recovery rate (F/L3) of adult worms in the pleural cavity; results are expressed as mean ± SEM. n = 21 WT Mf^neg^, n = 35 WT Mf^pos^, n = 6 *ΔdblGata1* Mf^pos^, n = 17 *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ Mf^pos^. (**D**) the size of male adult filariae (n = 8–43 males, pool of 2 independent experiments) and (**E**) the size of female adult filariae (n = 13–42 females, pool of 2 independent experiments). Results are expressed as mean ± SEM. One-way Anova followed by a Bonferroni's Multiple Comparison Test: *p<0.05. **p<0.01, ***p<0.001 represent differences between Mf^neg^ and Mf^pos^ mice; #p<0.05 represent differences between mutant mice. (**F-J**) Female parasites were stained with DAPI and uterine content was observed by confocal microscopy. (**F**) Proportion of Mfs *versus* all developmental stages in the proximal uteri portion (close to ovojector) in female filariae from the different groups of mice. Results are expressed as mean ± SEM. n = 3 filariae per group; 3 images per filaria were analyzed. (**G-J**) Representative maximum intensity projection from confocal z-stack (z = 10μm) of the proximal uteri from (**G**) a female filaria from a WT Mf^neg^ mouse showing empty uteri; (**H**) a female filaria from a WT Mf^pos^ mouse showing uteri filled with Mfs and aborted embryos (white arrows); (**I**) a female filaria from a *ΔdblGata1* Mf^pos^ mouse. Aborted embryos are shown by white arrows; (**J**) a female filaria from a *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ Mf^pos^ mouse showing uteri filled with Mfs. (**K-O**) Microfilariae have also been analysed in lung tissue: (**K**) Number of Mfs in lungs was estimated by qPCR; results are expressed as mean ± SEM. n = 9 WT Mf^neg^, n = 9 WT Mf^pos^, n = 3 *ΔdblGata1* Mf^pos^, n = 12 *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ Mf^pos^; Kruskal-Wallis followed by a Dunns multiple comparison test: ***p<0.001, difference between Mf^pos^ mice. (**L**) Correlation test (Pearson) between the number of Mf in peripheral blood and the number of Mf detected by qPCR; r^2^ = 0,9086. (**M-O**) Lung sections were analyzed to localize and quantify Mf; peri. = peripheric (**M**) Distribution of Mf in the lungs; results are expressed as mean ± SEM. n = 6 WT Mf^neg^, n = 6 WT Mf^pos^, n = 3 *ΔdblGata1* Mf^pos^, n = 12 *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ Mf^pos^. (**N-O**) Hematoxylin and Sirius red staining (collagen in red) of lung sections showing Mf (black arrows) in (**N**) a blood vessel and in (**O**) a collagenous perivascular space (pvs). br = bronchus; bv = blood vessel; alv = alveoli.

In WT mice, L3 migration is complete by D8 p.i. and survival of worms is stable until 2 months p.i. after which worm-burden decreases at D70 p.i. compared with D8 p.i. ([13] and S1 Fig). In contrast, worm burden remained stable in both groups of mutant mice indicating extended worm survival (Fig 3C). Filariae were longer in mutant mice (males only in *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ mice (Fig 3D) and females in both mutant groups, longest in *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ (Fig 3E)). WT Mf^pos^ and Mf^neg^ mice did not present adult worm size differences. Interestingly, the uterine content of female worms themselves was different depending on the host genotype. Uteri of female parasites from WT Mf^neg^ were empty of microfilariae (Fig 3F and 3G) while the proximal portion of uteri, close to the ovojector, of worms in Mf^pos^ mice (WT, *ΔdblGata1* and *Il-4ra*^*-/-*^*/Il-5*^*-/-*^) contained a mix of viable Mf with embryos that did not undergo morphogenesis (Fig 3H–3J). The number of aborted embryos was high in parasites from WT mice (half of uterine content) and almost null in those from *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ mice; with *ΔdblGata1* showing an intermediate phenotype.

Mf presence was also estimated in lungs by qPCR and similar results to blood were observed (Fig 3K) and the number of Mf in lungs correlated with blood microfilaremia (Fig 3l). Histologically, Mf were quantified in various lung compartments (Fig 3M): Mf were observed mainly in lung blood circulation (veins, arteries and capillaries—Fig 3N). They were also observed in perivascular spaces (PVS) which comprise of the interstitial collagenous sheath surrounding larger veins and arteries in the lung (Fig 3O), and occasionally in alveoli.

Taken together, it seems likely that the increased numbers of Mf are due to: 1) an increased survival of adult parasites leading to female parasites laying eggs for a longer period of time; 2) better development of adult worms with more fertile females; and 3) enhanced production of Mf with more eggs laid.

### Damage of both bronchial epithelium and visceral pleura in microfilaremic mice is dependent on IL-4R and/or eosinophils

Histological analysis of the lungs was performed in the different groups of mice (Fig 4C–4G) to stratify the inflammatory state of the visceral pleura according to Mf status and genotype. All groups of infected mice presented a large portion of the visceral pleura (60 to 80%) covered with hypertrophic mesothelial cells (Fig 4A) but strong hyperplasia was only observed in WT Mf^pos^ mice (Fig 4B and 4E).

**Fig 4:**
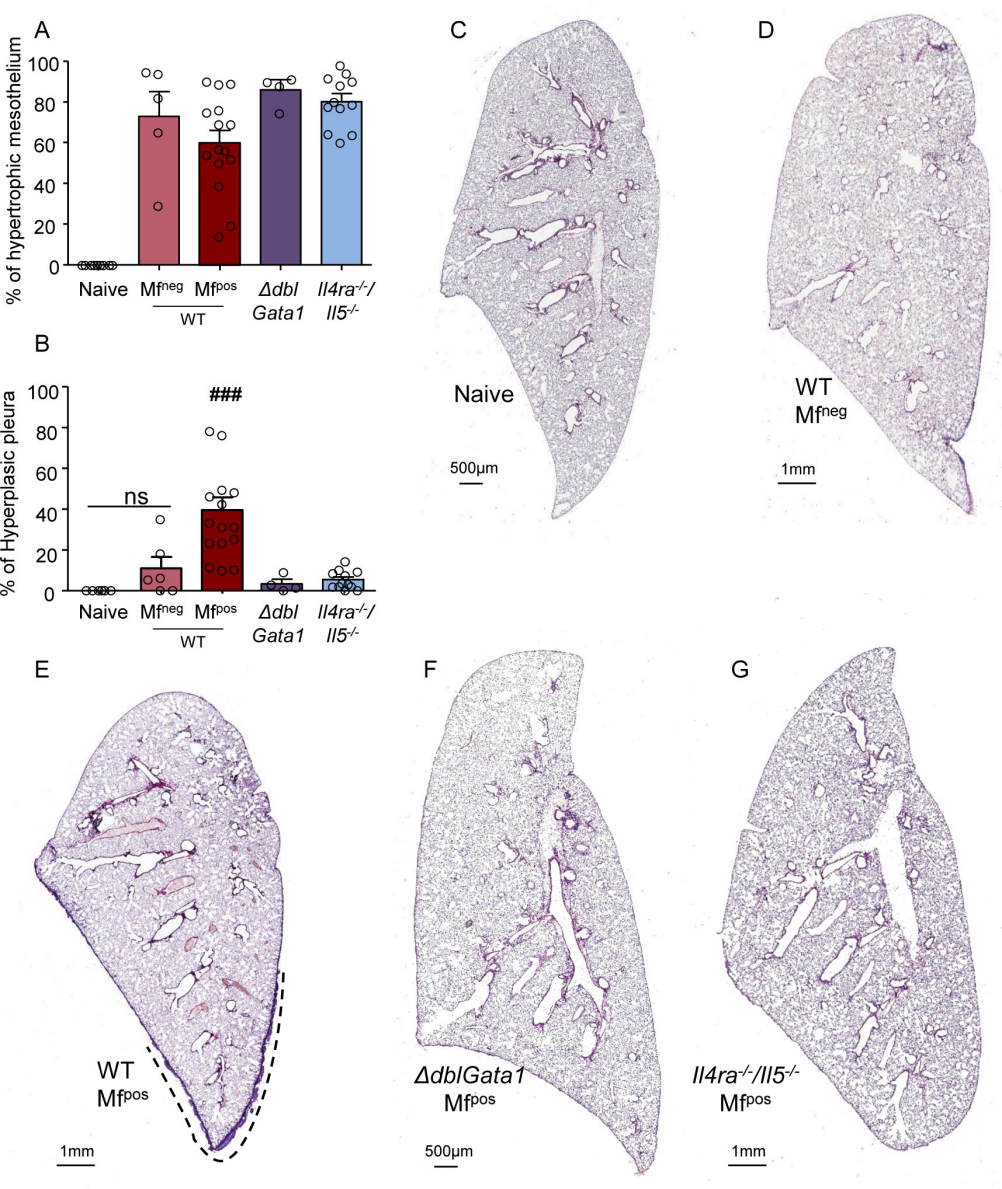
Absence of IL-4R and/or eosinophils protects from visceral pleura hyperplasia in microfilamic mice. *L*. *sigmodontis* infected wild type (WT), *ΔdblGata1* and *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ BALB/c mice were euthanized at 70 days p.i. Hematoxylin and Sirius red staining of left lung sections was performed to analyze the visceral pleura. (**A**) Proportion of visceral pleura with hypertrophic mesothelium. (**B**) Proportion of hyperplasic visceral pleura; results are expressed as mean ± SEM (pool of 2–3 experiments): n = 10 naive, n = 7 WT Mf^neg^, n = 15 WT Mf^pos^, n = 4 ΔdblGATA- Mf^pos^, n = 12 *Il-4ra*^*-/-*^*/Il-5*^*-/-*^. Kruskal-Wallis followed by a Dunns multiple comparison test: **###**p<0.001 represent difference between naive and infested (C-G) Representative left lung whole section of (**C**) naive mice; (**D**) WT Mf^neg^ mice; (**E**) WT Mf^pos^ mice. The dashed line shows the hyperplasic area of the visceral pleura; (**F**) *ΔdblGata1* Mf^pos^ mice; (**G**) *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ Mf^pos^ mice.

Mucus production, as an indicator of lung inflammation, was assessed (Fig 5). Triggering of the IL-4R by IL-4, and particularly by IL-13, is the main cause of goblet cell metaplasia [25, 26]. No goblet cells were present in the bronchial epithelium of naive mice (Fig 5B and 5G) and only a few were observed in bronchial epithelium of WT Mf^neg^ mice (Fig 5C and 5G). However, goblet cells were substantially increased in the bronchial epithelium of WT and *ΔdblGata1* Mf^pos^ mice (Fig 5A, 5D, 5E and 5G) revealing mucus production in these two groups of mice. These cells were mainly located adjacent to PVS (Fig 5D and 5E) and absent in the bronchial epithelium of *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ Mf^pos^ mice (similar to naive mice) (Fig 5F and 5G).

**Fig 5:**
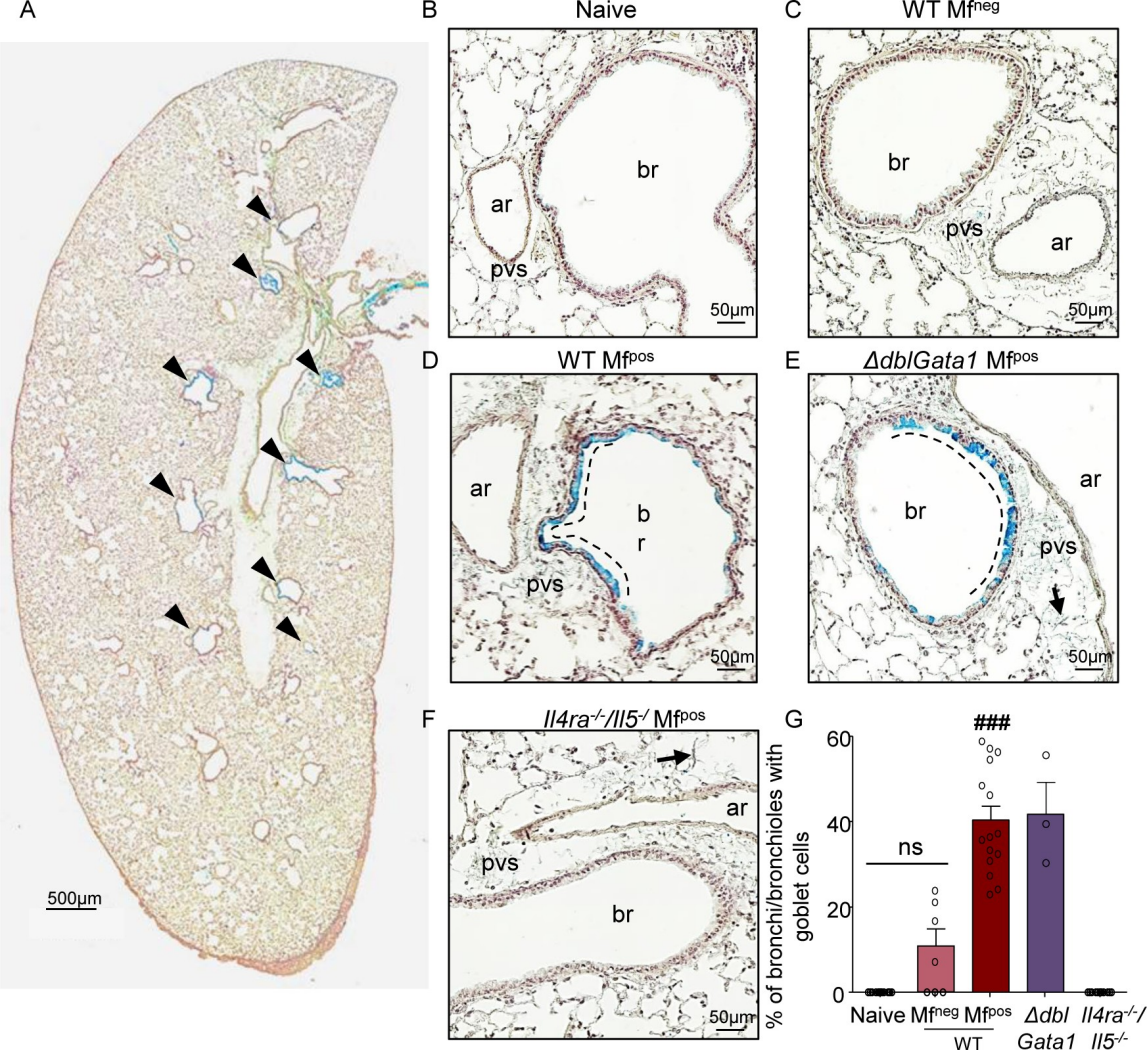
Absence of IL-4R impairs bronchial inflammation in microfilaremic mice. *L*. *sigmodontis* infected wild type (WT), *ΔdblGata1* and *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ BALB/c mice were euthanized at 70 days p.i. Alcian Blue-PAS staining of left lung sections was performed to analyse the mucus secretion. (**A**) Representative left lung whole section of a WT Mf^pos^ mouse showing mucus-producing bronchial epithelium (arrow head) and a thickened posterior visceral pleura. Bronchial epithelium lacking mucus producing goblet cells in (**B**) naïve, (**C**) WT Mf^neg^ and (**F**) Mf^pos^ *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ mice. Presence of mucus-producing goblets cells in bronchial epithelium of (**D**) WT Mf^pos^ and (**E**) *ΔdblGata1* Mf^pos^ mice with preferential localization of goblet cells close to perivascular space (pvs). Arrows show Mfs in pvs; br = bronchus; ar = artery (**G**) Percentage of bronchi containing mucus-producing goblet cells; results are expressed as mean ± SEM (pool of 1–3 experiments). n = 10 naive, n = 7 WT Mf^neg^, n = 15 Mf^pos^, n = 3 *ΔdblGata1* Mf^pos^, n = 12 *Il-4ra*^*-/-*^*/Il-5*^*-/-*^. For each mouse, 2–3 lung sections were analyzed. Kruskal-Wallis followed by a Dunns multiple comparison test: **###**p<0.001 represent difference between naive and infested.

### Inflammation is increased in the pleural cavity and the bronchoalveolar space of infected or microfilaremic mice

The pleural cavity and bronchoalveolar space of the lungs are both known to be important in controlling the filarial burden by providing cells, cytokines, chemokines and other growth factors [13, 17, 18].

Filarial infection in WT mice induced a significant increase in cell numbers in the pleural cavity (PC) where the adult worms are located (Fig 6A, S2A–S2D Fig) with an increase in eosinophils, macrophages and neutrophils that was even more pronounced in Mf^pos^ mice. Mf dependent changes were also observed in the bronchoalveolar lavage (BAL). In contrast with the PC, increased bronchoalveolar macrophages were observed in all three groups of Mf^pos^ mice (Fig 6B, S2G Fig). Additionally, an increase in eosinophils in the bronchoalveolar space of WT Mf^pos^ mice only was also observed (Fig 6B, S2F Fig). Only a slight increase in the number of F4/80^+^ macrophages was observed in *ΔdblGata1* and *Il-4ra*^*-/-*^*/Il-5*^*-/-*^mice *versus* naïve mice. Similarly, many cytokines were also increased depending on the presence of adult worms or Mf (S3A–S3K Fig). The inflammatory cytokine IL-6 was increased in the PC of both infected WT groups as well as of Mf^pos^ *ΔdblGata1* mice but not in the PC of *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ mice (S3A Fig). However IL-6 was not modified in the BAL of any groups of mice (S3G Fig). The monocyte / macrophage-chemotactic and pro-fibrotic chemokine CCL2 was increased in the PC and the BAL of all the infected mice independently of the presence of Mf (S3B Fig). The Th2 cytokine IL-4, necessary for alternative activation of macrophages, was increased in PC of all infected mice (S3C Fig). Increased IL-4 was found in the PC of *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ mice (including naive *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ mice; S3C Fig). However, no significant differences were observed in the levels of IL-4 in the BAL of any groups of mice (S3I Fig). Regulation of eosinophil maturation, recruitment, and survival is under the control of a small group of factors, including IL-5 and CCL11. Although IL-5 was not detected, CCL11 was increased in the three groups of Mf^pos^ mice, with lower levels in *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ mice (S3D Fig). Again, IL-5 was not detected in BAL of any groups of mice but CCL11 was increased in the BAL of all infected groups (S3J Fig). CXCL9 was increased in all the PC of the three groups of Mf^pos^ mice but *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ mice had higher levels (S3E Fig). In BAL, CXCL9 was increased only in Mf^pos^ mice (S3K Fig).

**Fig 6:**
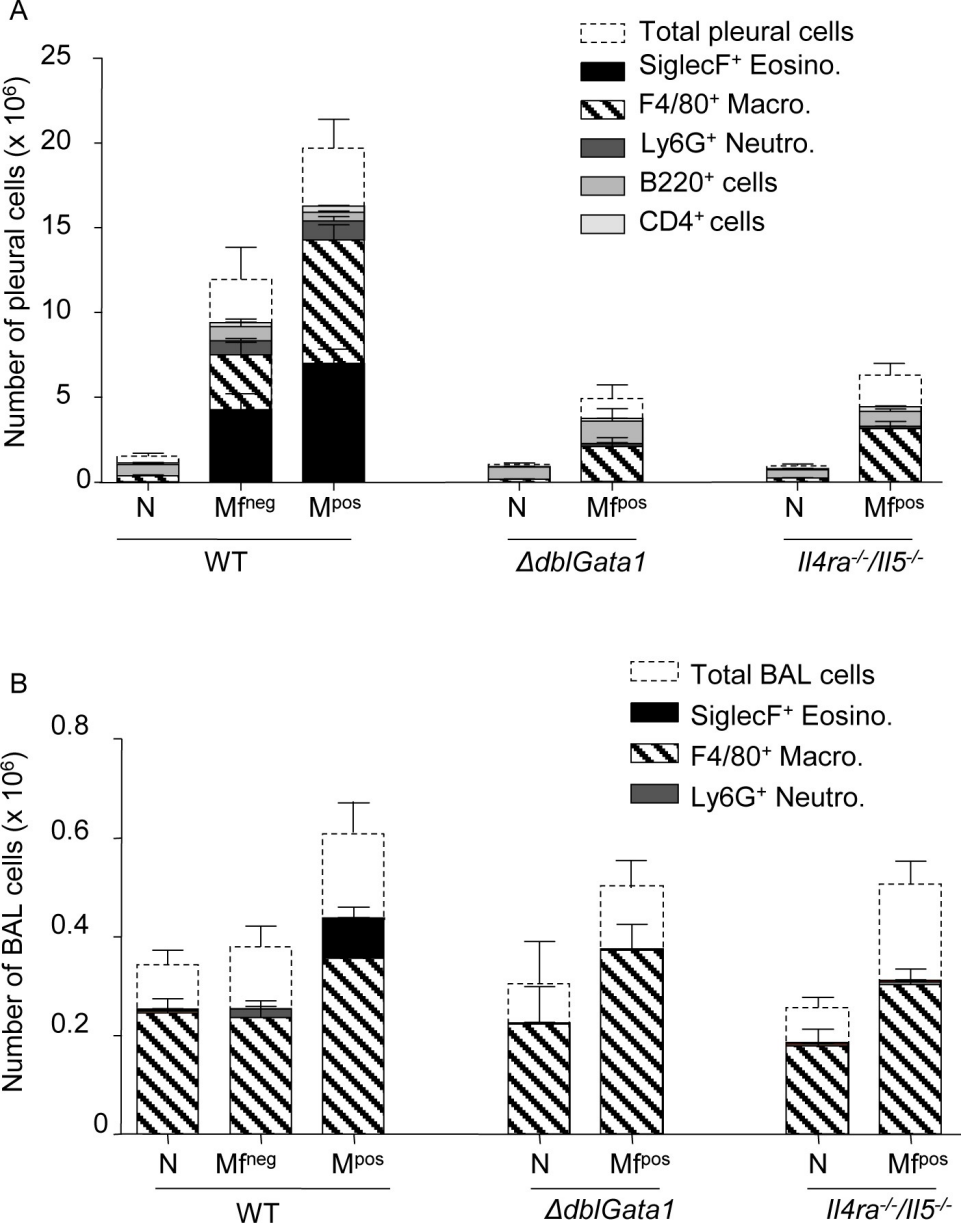
Cells increase in the pleural cavity of infected mice and in the bronchoalveolar space of microfilaremic mice. Pleural **(A)** and bronchoalveolar **(B)** cells were isolated from *L*. *sigmodontis* infected WT, *ΔdblGata1* and *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ BALB/c mice at 70 days p.i. Cell phenotypes (SiglecF^+^ eosinophils, F4/80^+^ macrophages, Ly6G^+^ eosinophils, CD19^+^ B-cells and CD4^+^ T-cells) were analyzed by flow cytometry. Results are expressed as mean ± SEM (pool of 2–4 independent experiments for pleural cells; pool of 2–3 independent experiments for bronchoalveolar cells): n = 13–18 WT naive, n = 10–16 WT Mf^neg^, n = 21–28 WT Mf^pos^, n = 2 *ΔdblGata1* naive, n = 6 *ΔdblGata1* Mf^pos^, n = 6–15 *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ naive, n = 17 *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ Mf^pos^.

As this could be explained by IFN-ɣ driven CXCL9 production, we also checked IFN-ɣ levels in the pleural cavity and observed that they increased in all groups of Mf^pos^ mice (S3F Fig).

### Inflammation in the pleural cavity and bronchoalveolar space is associated with a specific activation of macrophages

Specific activation of macrophages was investigated in both compartments, pleural cavity (PC) and bronchoalveolar space (Fig 7A–7E). Expression of the mannose receptor, CD206, a marker that has been associated with a pro-repair phenotype [27] was increased on pleural macrophages from infected WT Mf^neg^, WT Mf^pos^ and *ΔdblGata1* Mf^pos^ mice, but not on those from *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ Mf^pos^ mice (Fig 7B), confirming an IL-4R-dependent phenotype in these macrophages [28]. CD206 was only increased on airway macrophages from WT Mf^pos^ mice (Fig 7C). Interestingly, CD169, a marker related to a subpopulation of macrophages described under inflammatory conditions [29] was uniquely increased on pleural macrophages from infected WT Mf^pos^, but not Mf^neg^ mice expressing the IL-4R (Fig 7D). As in PC, CD169 expression was increased on bronchoalveolar macrophages from Mf^pos^ mice expressing the IL-4R, i.e. WT Mf^pos^ and *ΔdblGata1* Mf^pos^ mice (Fig 7E).

**Fig 7:**
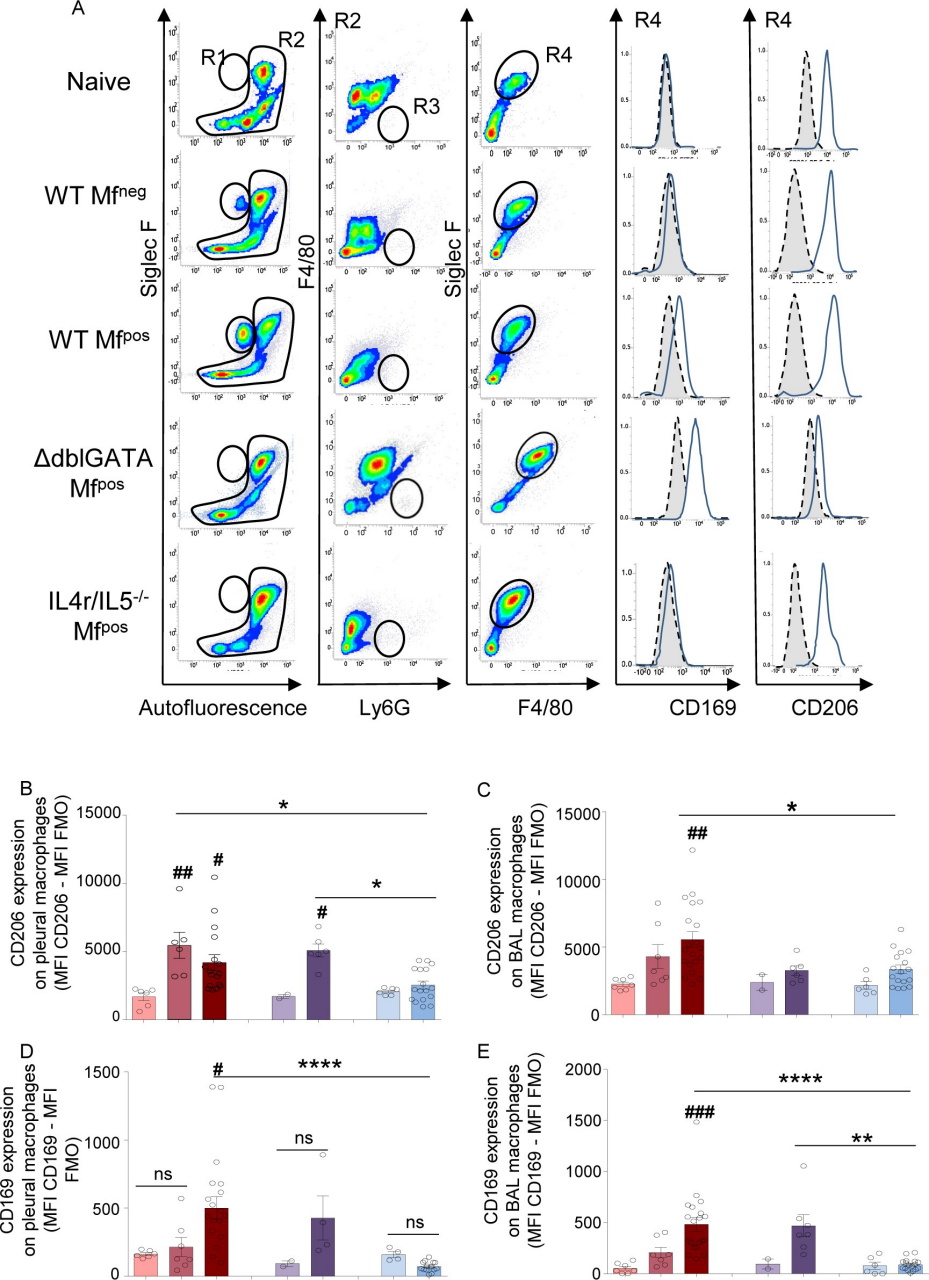
Activation of macrophages in infected mice is dependent on IL-4R and/or eosinophils. Pleural and bronchoalveolar cells were isolated from *L*. *sigmodontis* infected WT, *ΔdblGata1* and *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ BALB/c mice at 70 days p.i. Macrophage activation (CD206 and CD169 expression) were analyzed by flow cytometry. (**A**) Representative plots and curves showing the gating strategy for bronchoalveolar cells stained with anti-SiglecF-PE, anti-F4/80-APC, anti-Ly6G-V450, anti-CD169-FITC and anti-CD206-PE-Cy7. Doublets and dead cells were excluded prior further analysis. R1 = SiglecF^+^ eosinophils. R2 = Non-eosinophil cells. R3 and R4 were defined from the R2 population: R3 = Ly6G^+^ neutrophils; R4 = F4/80^+^ macrophages; CD206 and CD169 expressions were measured on R4 population (F4/80^+^ macrophages). Gray area represents the FMO signal. **(B)** CD206 expression on pleural macrophages; (**C**) CD206 expression on bronchoalveolar macrophages; **(D)** CD169 expression on pleural macrophages; (**E**) CD169 expression on bronchoalveolar macrophages. Both CD206 and CD169 expressions were normalized by subtracting the FMO signal. Results are expressed as mean ± SEM of n = 6–7 WT naïve, n = 7 WT Mf^neg^, n = 19–20 WT Mf^pos^; n = 2 *ΔdblGata1* naïve; n = 5–7 *ΔdblGata1* Mf^pos^; n = 6 *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ naive; n = 17 *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ Mf^pos^. Differences between infected groups and respective naïve groups were analyzed by a One-way ANOVA (after checking the conditions of application of the test): **#**p<0.05, **##**p<0.01, **###**p<0.001. Differences between Mf^pos^ groups *p<0.05, **p<0.01, ****p<0.0001 groups were also analyzed by a One-way ANOVA.

### IL-4R-dependent increase in specifically localized tissue-resident CD169^+^ macrophages in microfilaremic mice

Considering the data above, our next step was to localize CD169-expressing lung bronchoalveolar and interstitial macrophages by imaging agarose inflated precision-cut lung slices (PCLS). CD68^+^CD169^intermediate^ bronchoalveolar (airway) macrophages were observed in all groups of mice (Fig 8A). Strikingly, based on specific localization, four additional tissue-resident groups of CD68^+^CD169^+^ interstitial macrophages (IM) with particularly bright CD169 staining were identified in the lungs of naive and infected mice (Fig 8). These cells localized: 1) in the periphery of the lung along the visceral pleura (Fig 8B and 8C); 2) in the interstitium surrounding bronchi just below bronchial epithelium (Fig 8D); 3) in the PVS surrounding arteries (Fig 8D and 8E); and 4) surrounding veins (Fig 8F and 8G).

**Fig 8:**
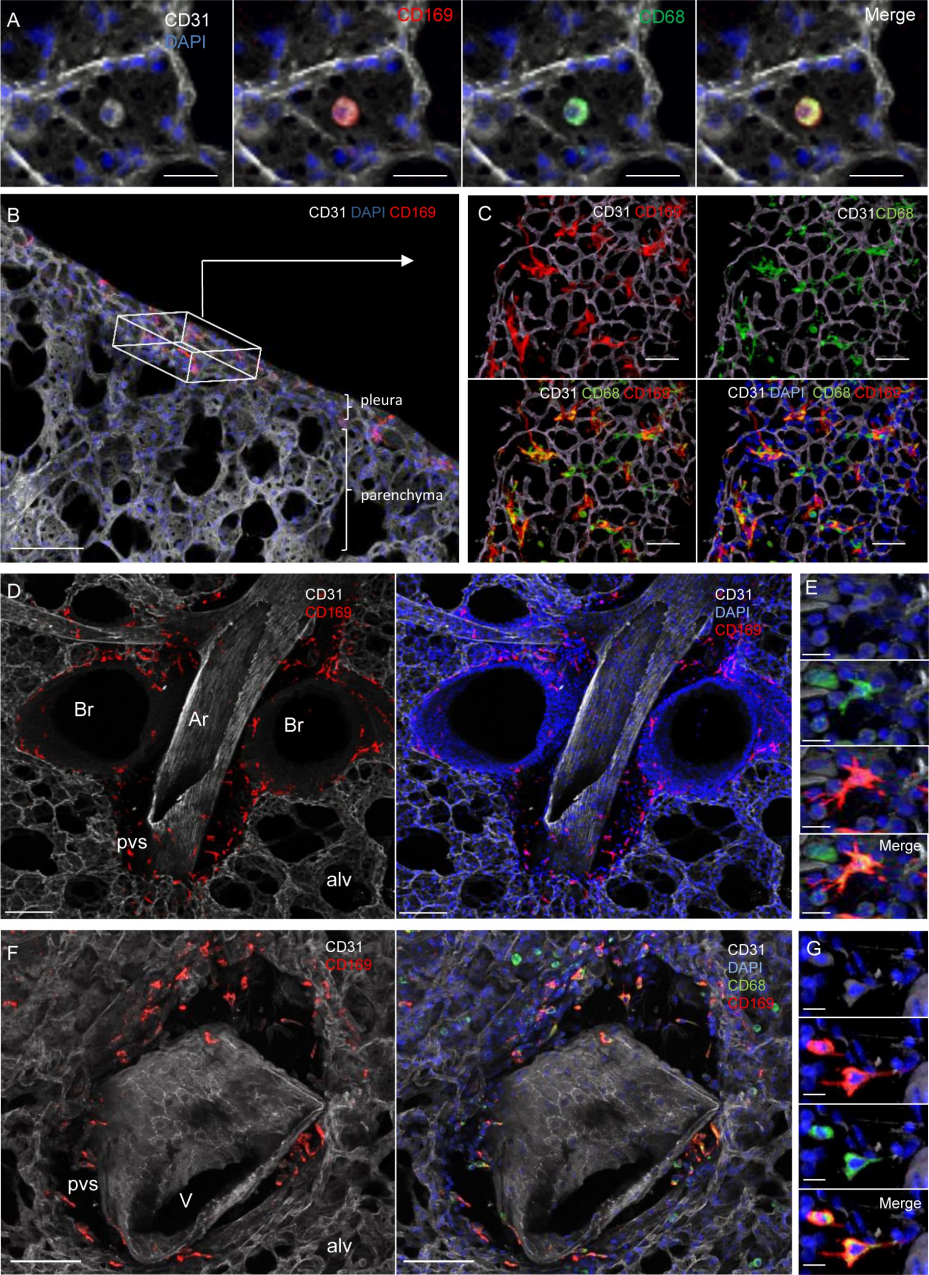
CD169 expression on resident macrophage populations in specific lung locations. Lungs were recovered from naive and *L*. *sigmodontis* infected WT, *ΔdblGata1* and *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ BALB/c mice at 70 days p.i.. Precision cut lung slices (PCLS) were prepared for confocal microscopy analysis. Representative maximum intensity projection from confocal z-stacks (z = 50μm) of PCLS stained with DAPI (blue) and fluorochrome-conjugated anti-CD31 (white), -CD68 (green) and -CD169 (red) antibodies; (**A**) Alveolus (surrounded by CD31^+^ capillaries) containing a CD68^+^CD169^+^ alveolar macrophage; Left: DAPI and CD31 channels; Middles: DAPI and CD31 with CD169 and CD68 single channels respectively; Right: Merging of the different channels showing the coexpression of CD169 and CD68 in alveolar macrophages; Scale bar = 20μm; (**B**) 50μm stack view of lung periphery showing CD169^+^ cells (red) in the visceral pleura. The box indicates pleura orientation. Scale bar = 100μm; (**C**) Top view of the visceral pleura showing CD169 and CD68 expression macrophages close to CD31^+^ capillaries. Top: CD169 and CD68 single channels with CD31. Bottom: Merging of the different channels with DAPI. Scale bar = 20μm; (**D**) CD31^+^ artery surrounded by a perivascular space (pvs) and adjacent to bronchi. Pvs and peribronchial space contain CD169^+^ cells. Scale bar = 100μm. (**E**) Higher magnification of a macrophage in a pvs around an artery showing expression of CD68 (green) and CD169 (red). Scale bar = 10μm; Top: DAPI and CD31 channels; Middle: CD169 and CD68 single channels with DAPI and CD31; Bottom: Merging of the different channels showing the coexpression of CD68 and CD169 in macrophages in artery pvs (**F**) CD31^+^ vein (identified by round nuclei and absence of adjacent bronchus) surrounded by a perivascular space (pvs) containing CD68^+^CD169^+^ cells. Scale bar = 100μm (**G**) Higher magnification of a macrophage in a pvs around a vein showing expression of CD68 (green) and CD169 (red). Scale bar = 10μm. Top: DAPI and CD31 channels; Middle: CD68 and CD169 single channels with DAPI and CD31; Bottom: Merging of the different channels showing the coexpression of CD169 and CD68 in macrophages in vein pvs. br: bronchus; alv: alveolus; Ar: artery; V: vein; pvs: perivascular space.

Subsequently PCLS from WT and mutant mice were imaged to further analyze the PVS (Fig 9A–9E) and quantify its cellular content (Fig 9F and 9G). The PVS of naive mice contained few cells (DAPI^+^) 50% of which were CD68^+^CD169^+^ IM (Fig 9A). WT Mf^neg^ mice had a similar cell content (Fig 9B). However, PVS cell content of WT Mf^pos^ and *ΔdblGata1* Mf^pos^ was markedly 2–3 times higher than that of naive or WT Mf^neg^ mice. CD68^+^CD169^+^ IM were 30–40% of the total cell content in WT Mf^pos^ and *ΔdblGata1* Mf^pos^ (Fig 9C and 9D). Interestingly, these changes were abrogated in the PVS of *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ Mf^pos^ mice (Fig 9E).

**Fig 9:**
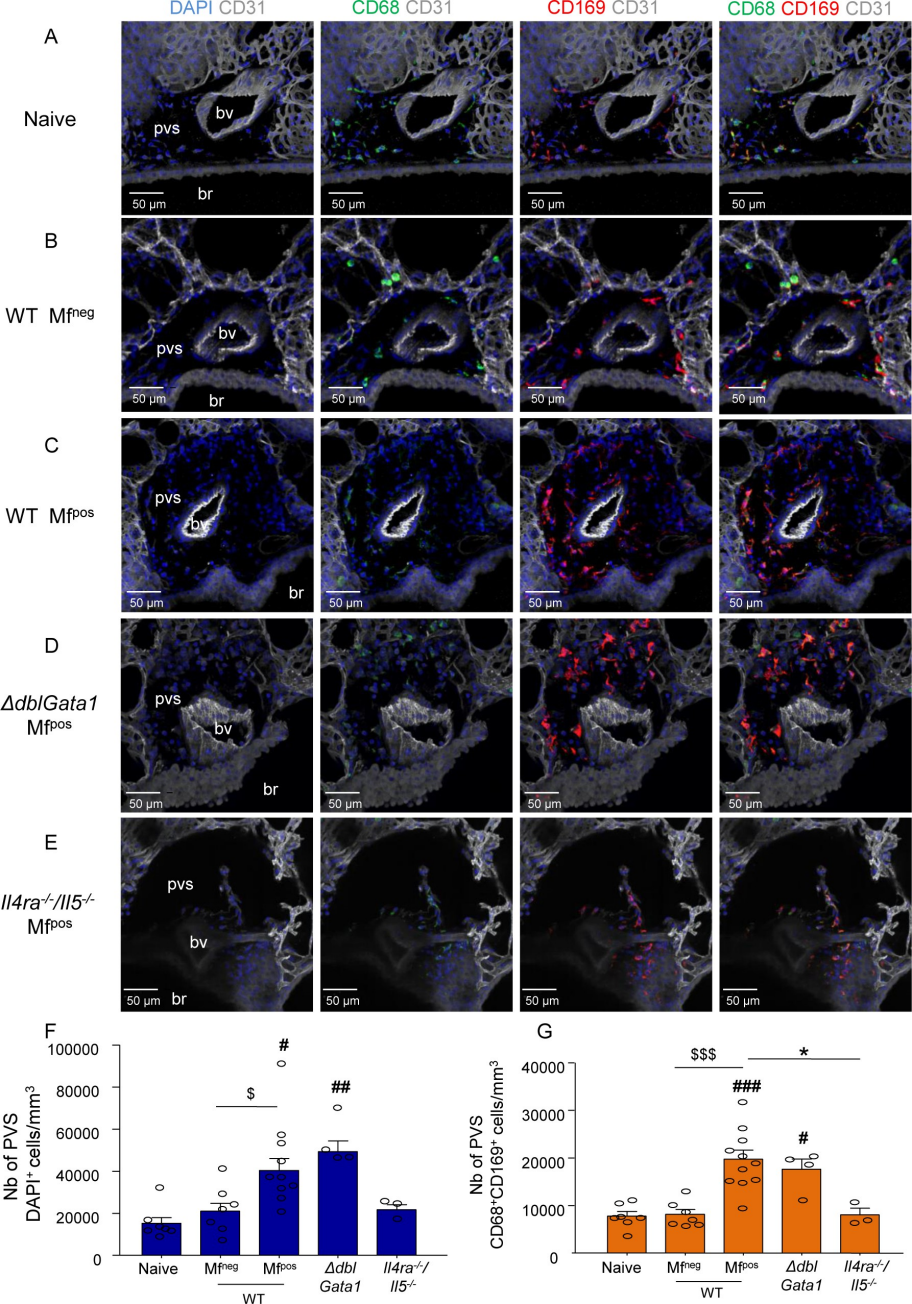
IL-4R/IL-5 dependent increase of lung-resident CD169^+^ macrophages in microfilaremic mice. Lungs were recovered from naive and *L*. *sigmodontis* infected WT, *ΔdblGata1* and *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ BALB/c mice at 70 days p.i.. Precision cut lung slices (PCLS) were prepared for confocal microscopy analysis. (**A-E**) Representative maximum intensity projection from confocal z-stacks (z = 50μm) of PCLS stained with DAPI (blue) and fluorochrome-conjugated anti-CD31 (white), -CD68 (green) and -CD169 (red) antibodies. Analysis of perivascular space (PVS) cellular content in the different groups of mice: Left column: DAPI and CD31 channels; Middle columns: DAPI and CD31 with CD169 and CD68 single channels respectively; Right column: Merging of the different channels showing CD68^+^CD169^+^ macrophages in PVS; (**A**) PVS of a naive uninfected mouse (**B**) PVS of a WT Mf^neg^ mouse; (**C**) PVS of a WT Mf^pos^ mouse; (**D**) PVS of a *ΔdblGata1* Mf^pos^ mouse; (**E**) PVS of a *Il4ra*^*-/-*^*/Il5*^*-/-*^ Mf^pos^ mouse; (**F-G**) Quantification of PVS cellular content. PVS cells were counted and PVS volume was measured over the 50μm z-stack (using IMARIS software) to evaluate cell concentrations. (**F**) total number of cells (DAPI^+^) per mm^3^ of PVS and (**G**) number of CD68^+^CD169^+^ macrophage per mm^3^ of PVS. Results are expressed as mean ± SEM (pool of 1–3 experiments) of n = 7 naive, n = 7 WT Mf^neg^, n = 11 Mf^pos^, n = 11, n = 4 *ΔdblGata1* Mf^pos^, n = 4 *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ Mf^pos^. For each mouse, 2–3 pvs were analyzed. Kruskal-Wallis followed by a Dunns multiple comparison test: **#**p<0.05, **##**p<0.01, **###**p<0.001 represent differences between infested groups and the naïve group; $p<0.05, $ $ $p<0.001 represent differences between Mf^neg^ and Mf^pos^ mice *p<0.05 represent difference between Mf^pos^ groups. bv = blood vessel; br = bronchus.

## Discussion

Pulmonary pathology in filariasis is underestimated compared with the main manifestations of human filariases such as lymphoedemas or ocular pathologies. For example, both human *Mansonella perstans* and rodent *Litomosoides sigmodontis* can be found in the pleural cavity (PC) and they are both considered asymptomatic even if local PC inflammation has been described [5, 17]. However, analysis of lung tissue has barely been performed. Here, we document a pulmonary pathology in microfilaremic (Mf^pos^) *L*. *sigmodontis*-infected rodents. Common features with TPE due to the Mf of *B*. *malayi* and *W*. *bancrofti* were observed: the presence of bronchoalveolar eosinophils and increases lung macrophage numbers, the production of mucus and the occurrence of pulmonary fibrosis [4, 10]. Moreover, the development of lung pathology, the parasite survival, growth and fertility, as well as the microfilaremic status are conditioned by a Th2 environment in the murine host.

Many patients infected by LF or mansonellosis are amicrofilaremic (Mf^neg^) [2, 5, 14] and similarly 40% of *L*. *sigmodontis* infected BALB/c mice are Mf^neg^ mice. A few immune components have been identified as key players in controlling the microfilarial burden of mice (S2 Table). Filarial fertility is clearly controlled by Th2 responses as infections of *ΔdblGata1* (eosinophil deficient) and *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ (wider Th2 deficiency including defect in macrophage alternative activation) BALB/c mice result in 80 to 100% Mf^pos^ mice [23] with 10 to 35 times higher microfilaremia. This is associated with an increase in the survival of filariae but also a better growth of the parasites and a more successful oogenesis.

Both eosinophils and macrophages are known to be essential for the elimination of adult worms and Mf [17, 30, 31]. The decrease/absence of these cells in both mutant mice could thus explain the increased parasite survival. However even if the number of these cells is important their activation is also decisive. *L*. *sigmodontis* infection is known to induce an alternative activation macrophage-type phenotype (AAM) in the PC of mice [32, 33] under the control of IL-4R [28]. Such an activation is independent of the microfilaremic status as an increase of CD206 expression was observed in all competent mice. CD169 has also been associated with an activation of a subset of macrophages under inflammatory conditions [34]. Together, increased CD206 and CD169 on human bronchoalveolar macrophages have been documented in a fibrotic setting [35]. Here Mf^pos^ mice show an increased CD169 expression suggesting a role for CD169^+^ macrophages in the Mf-driven pathology. IFN-γ is known to induce CD169 expression on monocytes [29] and its increase in Mf^pos^ mice could be responsible for the activation of CD206^+^ AAM. CD169 (known as Siglec1/Sialoadhesin/MOMA-1) is a lectin receptor mediating the binding to neutrophils, innate lymphoid cells and dendritic cells or pathogens through sialylated glycoproteins and glycolipids [36]. *L*. *sigmodontis* Mfs are surrounded by a sheath containing such acids [37], so it is possible that CD169 would help macrophages to adhere to Mfs to allow their phagocytosis.

CD169 expression in lungs was previously thought to be specific for bronchoalveolar macrophages [38] even if some former reports noticed the presence of CD169^+^ cells in interstitial spaces [39, 40]. We confirm that mouse lungs contain several groups of CD169-expressing tissue-resident macrophages with specific localizations. CD169^+^ tissue-resident macrophages were located at every interface area of the lungs, *i*.*e*. in alveoli (alveolar macrophages) and in the visceral pleura, around bronchi and blood vessels (interstitial macrophages; IM) and strikingly in these spaces, all the macrophages were CD169^+^. The increase of IM in Mf^pos^ mice could be due to a local proliferation of the macrophages [39]. Based on their prominent morphology and localization these cells are almost certainly the same tissue resident lung macrophages identified as likely to be yolk sac-derived cells with self-renewal properties in Runx1 lineage tracing experiments [41, 42].

The increase of immune cells in the perivascular space (PVS) potentially informs us on the function of this anatomical structure. It is a connective tissue composed of extracellular matrix (ECM) which has a clear structural function in the maintenance of lung architecture but also in the migration of leukocytes [43]. Indeed ECM collagen fibers present in PVS may provide an attachment point for leukocyte motility around these pulmonary arteries or veins [44]. Accumulation of leukocytes has been observed in the PVS in models of lung infections, fibrosis, and allergic reactions [45–47]. It was also noticed in biopsies of patients affected by TPE [48]. Among these cells, CD169^+^ perivascular cells were increased during infection by another worm *Schistosoma mansoni* [49]. The function of such accumulation remains elusive. Because of their localization near blood vessels and airways, the cells present in PVS may have a role in the management of exogenous molecules and microorganisms. In the kidney, CD169^+^ perivascular macrophages play an important role in controlling inflammation by limiting neutrophil influx into the tissue [50]. CD169^+^ tissue-resident macrophages can stimulate innate lymphoid cell [51] but also initiate CD8^+^ T cell responses by binding of CD169 to dendritic cells [52]. It is unknown how Mfs escape the blood circulation, but this extravascular location seems accidental as Mfs are no longer available for transmission to the vector. PVS cells (CD169^+^ IM and/or other cells like CD4 T-cells and innate lymphoid cells) could be responsible for producing an IL-13/IL-4 rich microenvironment in response to Mfs, leading to goblet cell metaplasia and proliferation/recruitment of PVS CD169^+^ IM.

In summary, these results suggest an unexpected role for CD169^+^ macrophages in response to Mf. They also support the use of chronic *L*. *sigmodontis* infection in Mf^pos^ mice as a model of TPE, challenges the classification of *L*. *sigmodontis* infection as asymptomatic and potentially informs us on lung pathology in *M*. *perstans* infection in humans.

## Supporting information

S1 Fig Life cycle of *Litomosoides sigmodontis*. Infective larvae (L3) are inoculated in the skin of the rodent host during a blood meal of the mite vector. L3 larvae migrate through the lymphatic system, then the pulmonary blood circulation to reach the pleural cavity within up to 8 days. At this level they will moult in L4 around 9–10 days post-infection (p.i.) and then in adult 30 days p.i.. Male and female parasites reproduce and release L1 larvae (microfilariae, Mf) in the pleural cavity approximately 55–60 days after infection. Mf reach the blood and are ingested by the mite vector during a blood meal. They moult in L2 stage in 5 to 7 days, then in L3 towards the 12^th^ day.
(TIF)

S2 Fig Phenotyping of pleural and bronchoalveolar cells. Pleural and bronchoalveolar cells were isolated from naive and *L*. *sigmodontis* infected WT, *ΔdblGata1* and *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ BALB/c mice at 70 days p.i. Cells were analyzed by flow cytometry (FACSVerse flow cytometer) using fluorochrome-conjugated antibodies. **(A)** Total number of cells in pleural cavity. Absolute number of **(B)** SiglecF^+^ eosinophils **(C)** F4/80^+^ macrophages and (**D**) Ly6G^+^ neutrophils in the pleural cavity. **(E)** Total number of cell in the bronchoalveolar space. Absolute number of **(F)** SiglecF^+^ eosinophils, **(G)** F4/80^+^SiglecF^+^ macrophages and **(H)** Ly6G^+^ neutrophils in bronchoalveolar space. Results are expressed as mean ± SEM (pool of 2–4 independent experiments for pleural cells; pool of 2–3 independent experiments for bronchoalveolar cells): n = 13–18 WT naive, n = 10–16 WT Mf^neg^, n = 21–28 WT Mf^pos^, n = 2 *ΔdblGata1* naive, n = 6 *ΔdblGata1* Mf^pos^, n = 6–15 *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ naive, n = 17 *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ Mf^pos^. Kruskal-Wallis followed by a Dunn’s multiple comparison test: **#**p<0.05, **##**p<0.01, **###**p<0.001 represent differences between infested groups and respective naive groups; $p<0.05, $ $p<0.01 represent differences between Mf^neg^ and Mf^pos^ mice. *p<0.05, **p<0.01, ***p<0.001 represent differences between Mf^pos^ groups.
(TIF)

S3 Fig Cytokine analysis in the pleural cavity and the bronchoalveolar space. Pleural (Left) and Bronchoalveolar (right) fluids were isolated from *L*. *sigmodontis* infected WT, *ΔdblGata1* and *Il-4ra*^*-/-*^*/Il-5*^*-/-*^ BALB/c mice at 70 days p.i. (**A and G**) IL-6, (**B and H**) CCL2, (**C and I**) IL-4, (**D and J**) CCL11, (**E and K**) CXCL9 and (**F**) IFN-ɣ concentration were determined by ELISA. Results are expressed as mean ± SEM of 6 mice per group (n = 2 for naive *ΔdblGata1)*. Kruskal-Wallis followed by a Dunns multiple comparison test: **#**p<0.05, **##**p<0.01, **###**p<0.001 represent differences between infested groups and respective naive groups; $p<0.05 represent differences between Mf^neg^ and Mf^pos^ mice; *p<0.05 represent differences between Mf^pos^ groups.
(TIF)

S1 Table Pathway analysis of gene-related functions in infected lungs. Lungs were recovered from *L*. *sigmodontis* infected BALB/c mice at 70 days p.i. and processed for gene expression profiling of cytokines/chemokines. Pathway analysis results of gene-related functions in infected lungs (using IPA). The 1^st^ column indicates the high-level functional categories predicted to be activated; the 2^nd^ column precises the disease or function predicted to be activated; the 3^rd^ column shows the p-value calculated by IPA; the 4^th^ column gives the Activation z-score calculated by the IPA (activation if z-score ≥2); the 5^th^ column displays the molecules from the array involved in the diseases or functions; the 6^th^ one sums the molecules from the array involved in the disease or function.
(XLSX)

S2 Table Parasitological outcomes in different immunomodulated mice after *Litomosoides sigmodontis* infection. The 1^st^ column indicates the mouse strain; the 2^nd^ column precises the filarial developments according to the mouse strain; the 3^rd^ column indicates the molecular/cell target of the immunomodulation; the 4^th^ column gives the immunomodulatory tool (knock-out or transgenic mice, treatments with antibodies or drugs); the 5^th^ column indicates the main functional cell target; the 6^th^ one summarize the effect of the immunomodulation on the parasitological outcomes and the 7^th^ column is for the references. Mac: macrophages; Eos: eosinophils; Neu: neutrophils; rIL-5: recombinant IL-5; ↑: increase; ↓: decrease.
(DOCX)

# Supplementary material for: IL-4 receptor dependent expansion of lung CD169+ macrophages in microfilaria-driven inflammation
**Source:** PLoS Negl Trop Dis. 2019 Aug 30;13(8):e0007691. doi: 10.1371/journal.pntd.0007691
**Supplement:** S2 Table — The 1st column indicates the mouse strain; the 2nd column precises the filarial developments according to the mouse strain; the 3rd column indicates the molecular/cell target of the immunomodulation; the 4th column gives the immunomodulatory tool (knock-out or transgenic mice, treatments with antibodies or drugs); the 5th column indicates the main functional cell target; the 6th one summarize the effect of the immunomodulation on the parasitological outcomes and the 7th column is for the references. Mac: macrophages; Eos: eosinophils; Neu: neutrophils; rIL-5: recombinant IL-5; ↑: increase; ↓: decrease.

| Mouse strain | Filarial development | Target | Tool | Main functional cell target | Effect on patency | ref |
| --- | --- | --- | --- | --- | --- | --- |
| BALB/c | Sensible  (develop a patent phase) | IL4 | IL4^-/-^  mice | Mac | ­↑ microfilaremia | (1, 2) |
|  |  | IL4/IL13 | IL4R^-/-^  mice | Mac | ­↑ microfilaremia | (2) |
|  |  | IL5 | IL5^-/-^  mice | Eos | ­↑ Worm burden  ↑­ survival of adults ­↑ microfilaremia | (2,3) |
|  |  | IL4/IL13/IL5 | IL4R^-/-^ /IL5^-/-^  mice | Mac/Eos | ­↑ worm burden  ↑­% of Mfpos mice ↑­ microfilaremia | (4) |
|  |  | IL5 | rIL5 | Eos | ­↑ parasite fecundity | (5) |
|  |  | Eotaxin | Eotaxin^-/-^  mice | Eos | ­↑ survival of adults | (6) |
|  |  | Histamine | HR1i | Eos | ↑ worm burden | (7) |
|  |  | IFNγ | IFNγ^-/-^  mice | Mac/Neu | ­↑ survival of adults ↑­microfilaremia | (8) |
|  |  | IFNγ/IL5 | IFNγ^-/-^ /IL5^-/-^  mice | Mac/Eos/Neu | ­↑ survival of adults ↑­microfilaremia | (3) |
|  |  | TLR4 | TLR4^-/-^  mice | Mac | ­↑ % of Mfpos mice | (9, 10) |
|  |  | IL33 | IL33R^-/-^ mice | Mac | ­↑ microfilaremia | (11) |
|  |  | B-cells | B-cell-deficient mice (μMT mice) | B-cells | No patent phase | (12) |
|  |  | B1-cells | B1-cell-deficient mice (Xid) | B1-cells | ­↑ Worm burden  ↑­ microfilaremia | (13) |
|  |  | Treg | Treg depletion (α-CD25 and α-GITR ab) | Tregs | ↓ worm burden | (14) |
| C57BL/6 | Semi-resistant (adults killed before patency) | lymphocytes | Rag2IL-2Rγ^-/-^  mice | T, B and NK cells | ­ ↑ survival of adults  development of patent phase | (15) |
|  |  | IL4 | IL4^-/-^  mice | Mac | ↑ survival of adults  development of patent phase | (16) |
|  |  | NOD2 | NOD2^-/-^  mice | Neu | Parasites eliminated before patency | (17) |
| 129/SvJ | Semi-resistant  (adults killed before patency) | EPO | EPO^-/-^  mice | Eos | Parasites eliminated before patency | (18) |
|  |  | MBP | MBP^-/-^  mice | Eos | Parasites eliminated before patency | (18) |
| FVB | Semi-resistant (adults killed before patency) | IL10 | IL-10 overexpressing macrophages  (macIL-10tg) | Mac | ↑survival of adults  development of patent phase | (19) |
| CBA/Ca | Semi-resistant  (adults survive >60 days but no patency) | IL5 | IL5 overexpressing mice | Eos | ↓ worm burden  No patent phase | (20) |

1. Volkmann L, Saeftel M, Bain O, Fischer K, Fleischer B, Hoerauf A. Interleukin-4 is essential for the control of microfilariae in murine infection with the filaria Litomosoides sigmodontis. Infection and immunity. 2001;69(5):2950-6. Epub 2001/04/09.

2. Volkmann L, Bain O, Saeftel M, Specht S, Fischer K, Brombacher F, et al. Murine filariasis: interleukin 4 and interleukin 5 lead to containment of different worm developmental stages. Med Microbiol Immunol. 2003;192(1):23-31. Epub 2003/02/20.

3. Saeftel M, Arndt M, Specht S, Volkmann L, Hoerauf A. Synergism of gamma interferon and interleukin-5 in the control of murine filariasis. Infection and immunity. 2003;71(12):6978-85. Epub 2003/11/26.

4. Ritter M, Tamadaho RS, Feid J, Vogel W, Wiszniewsky K, Perner S, et al. IL-4/5 signalling plays an important role during Litomosoides sigmodontis infection, influencing both immune system regulation and tissue pathology in the thoracic cavity. Int J Parasitol. 2017;47(14):951-60. Epub 2017/09/02.

5. Babayan SA, Read AF, Lawrence RA, Bain O, Allen JE. Filarial parasites develop faster and reproduce earlier in response to host immune effectors that determine filarial life expectancy. PLoS Biol. 2010;8(10):e1000525. Epub 2010/10/27.

6. Gentil K, Lentz CS, Rai R, Muhsin M, Kamath AD, Mutluer O, et al. Eotaxin-1 is involved in parasite clearance during chronic filarial infection. Parasite Immunol. 2014;36(2):60-77. Epub 2013/10/12.

7. Fox EM, Morris CP, Hubner MP, Mitre E. Histamine 1 Receptor Blockade Enhances Eosinophil-Mediated Clearance of Adult Filarial Worms. PLoS Negl Trop Dis. 2015;9(7):e0003932. Epub 2015/07/24.

8. Saeftel M, Volkmann L, Korten S, Brattig N, Al-Qaoud K, Fleischer B, et al. Lack of interferon-gamma confers impaired neutrophil granulocyte function and imparts prolonged survival of adult filarial worms in murine filariasis. Microbes Infect. 2001;3(3):203-13. Epub 2001/05/19.

9. Rodrigo MB, Schulz S, Krupp V, Ritter M, Wiszniewsky K, Arndts K, et al. Patency of Litomosoides sigmodontis infection depends on Toll-like receptor 4 whereas Toll-like receptor 2 signalling influences filarial-specific CD4(+) T-cell responses. Immunology. 2016;147(4):429-42. Epub 2015/12/31.

10. Pfarr KM, Fischer K, Hoerauf A. Involvement of Toll-like receptor 4 in the embryogenesis of the rodent filaria Litomosoides sigmodontis. Med Microbiol Immunol. 2003;192(1):53-6. Epub 2003/02/20.

11. Ajendra J, Specht S, Neumann AL, Gondorf F, Schmidt D, Gentil K, et al. ST2 deficiency does not impair type 2 immune responses during chronic filarial infection but leads to an increased microfilaremia due to an impaired splenic microfilarial clearance. PLoS One. 2014;9(3):e93072. Epub 2014/03/26.

12. Martin C, Saeftel M, Vuong PN, Babayan S, Fischer K, Bain O, et al. B-cell deficiency suppresses vaccine-induced protection against murine filariasis but does not increase the recovery rate for primary infection. Infection and immunity. 2001;69(11):7067-73. Epub 2001/10/13.

13. Al-Qaoud KM, Fleischer B, Hoerauf A. The Xid defect imparts susceptibility to experimental murine filariosis--association with a lack of antibody and IL-10 production by B cells in response to phosphorylcholine. Int Immunol. 1998;10(1):17-25. Epub 1998/03/06.

14. Taylor MD, LeGoff L, Harris A, Malone E, Allen JE, Maizels RM. Removal of regulatory T cell activity reverses hyporesponsiveness and leads to filarial parasite clearance in vivo. J Immunol. 2005;174(8):4924-33. Epub 2005/04/09.

15. Layland LE, Ajendra J, Ritter M, Wiszniewsky A, Hoerauf A, Hubner MP. Development of patent Litomosoides sigmodontis infections in semi-susceptible C57BL/6 mice in the absence of adaptive immune responses. Parasites & vectors. 2015;8:396. Epub 2015/07/26.

16. Le Goff L, Lamb TJ, Graham AL, Harcus Y, Allen JE. IL-4 is required to prevent filarial nematode development in resistant but not susceptible strains of mice. Int J Parasitol. 2002;32(10):1277-84. Epub 2002/09/03.

17. Ajendra J, Specht S, Ziewer S, Schiefer A, Pfarr K, Parcina M, et al. NOD2 dependent neutrophil recruitment is required for early protective immune responses against infectious Litomosoides sigmodontis L3 larvae. Sci Rep. 2016;6:39648. Epub 2016/12/23.

18. Specht S, Saeftel M, Arndt M, Endl E, Dubben B, Lee NA, et al. Lack of eosinophil peroxidase or major basic protein impairs defense against murine filarial infection. Infection and immunity. 2006;74(9):5236-43. Epub 2006/08/24.

19. Specht S, Taylor MD, Hoeve MA, Allen JE, Lang R, Hoerauf A. Over expression of IL-10 by macrophages overcomes resistance to murine filariasis. Exp Parasitol. 2012;132(1):90-6. Epub 2011/10/01.

20. Martin C, Le Goff L, Ungeheuer MN, Vuong PN, Bain O. Drastic reduction of a filarial infection in eosinophilic interleukin-5 transgenic mice. Infection and immunity. 2000;68(6):3651-6. Epub 2000/05/19.

How the deposited data were processed for this re-analysis (not part of the article)

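Lung cDNA of 8 naive BALB/c mice and of 8 BALB/c mice infected with *L*. *sigmodontis* for 70 days, all aged 16 weeks, was pooled by condition, and each pool was run on a qRT-PCR array of cytokine and chemokine genes. The authors extracted RNA from lungs, made cDNA, ran the array and processed it with the array's online software. They deposited the Ct of the 96 wells of each pool, the level of each gene relative to the mean of *Actb*, *Gapdh*, *Gusb* and *Hsp90ab1* as a ratio, and the fold of the infected pool over the naive pool. In the deposited Ct values no well is above 35, the highest value, and 6 target genes were at 35 in the naive pool only, 2 in the infected pool only and 2 in both. Pooling leaves 1 value per gene and condition, so the spread between mice was lost before the measurement and no test could be made.

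From the deposited Ct, the mean Ct of the 4 housekeeping genes was subtracted in each pool, and the fold was 2 to the power of the difference between the pools, with Ct above 35 set to 35. The deposited fold and ratio values were compared with the recomputed ones and lay within 0.776% and 0.641%. Genes over 2-fold higher, or below a fold of 0.5, were counted among the 84 target genes. The precision was described by the SD of the 4 housekeeping genes, 0.415 cycles (0.710 cycles over 5 with *B2m*), and by the control wells, with SDs of 0.080 to 0.403 cycles over 3 wells. Both leave out the spread between mice.

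The genes named in the text are the 20 with the largest absolute log2 fold among those under 35 cycles in at least 1 pool, the genes that the paper names in its text on this experiment and in Fig 2A and 2D, the 5 housekeeping genes, examples from the gene lists, and for lists with no gene past 2-fold the member with the largest fold. The values of Fig 2A had been seen when this rule was written. Of the 17 gene lists fixed, 1 is not reported here, and the other 16 cover Th1, Th2, Th17 and regulatory cytokines, chemokines by the cells they attract, cytokine families, growth factors, tissue repair, platelets, and fat and muscle. Random lists, 10000 for each, were drawn from the target genes with the same number in each tertile of mean Ct. Molecules of S1 Table were matched to the array by symbol or synonym. Of the 89 genes of the array, 87 were matched to the GRCm38.p6 annotation by accession, *Cxcl11* and *Il12b* were not, and this annotation was used for names and neighbours only.

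The alternatives were other normalisers (each housekeeping gene left out, *B2m* added, *Actb* and *Gapdh* only, and the median Ct of the 74 target genes under the ceiling in both pools), a Ct ceiling of 33, late genes left out, amplification of 1.9 per cycle, thresholds of 1.5 and 3, and the authors' deposited folds. The computation was tested on 100 simulated tables of the 84 target genes, each with 14 genes raised and 6 lowered and noise of 0.2 cycles per well. On average 13.96 genes were called higher and 5.14 lower, and the SD of the log2 fold error was 0.281. Every changed gene had a true log2 fold of at least 1.5 in size, and the housekeeping genes held only the well noise. In the data they moved with an SD of 0.415 cycles, so the simulation does not measure the accuracy of calls near the 2-fold threshold. The computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy, and figures were drawn with matplotlib 3.10.9. The qRT-PCR of single mice, the other mouse strains, and the flow cytometry and histology were not analysed here.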

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

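The tests of explanations in this part were chosen after the results were seen, except that the normaliser settings they draw on were planned.

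The reverse transcription control wells, which the paper does not report on, had a mean Ct that was 1.16 cycles later in the infected pool than in the naive pool. The SD between their 3 wells was 0.100 and 0.080 cycles, which leaves out any spread between reactions, pools or plates. These wells measure cDNA made from an artificial RNA that is added to each reaction. Less cDNA from all RNA of the infected pool, at equal RNA amounts, would have delayed the housekeeping genes by about as much, but their mean moved by -0.0625 cycles (SD 0.415 over 4 genes). A later PCR in every well is also argued against, since the positive PCR control wells moved by -0.11 cycles. A difference in RNA amount that offset a weaker reaction, or in the amount of artificial RNA, stays open, and no biological explanation was tested. Normalising to housekeeping genes removes a delay that is common to all transcripts.

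Outside Fig 2A and S1 Table, 8 target genes had a fold above that of *Gusb*, the highest of the normalising genes. These were *Il2* at 1.75-fold, *Cxcl13* at 1.74-fold, *Cd40lg* at 1.66-fold, *Nodal* at 1.61-fold or more, *Il1rn* at 1.57-fold, *Ccl19* and *Tnf* at 1.54-fold and *Mif* at 1.47-fold. All but *Cxcl13* were chosen after their values were seen. With the median Ct of the 74 target genes under the ceiling in both pools as normaliser, 5 of the 7 with a Ct under the ceiling in both pools were below a fold of 1, and *Nodal* has only a bound.

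More genes were over 2-fold higher (28) than lower (7). Noise of late amplification would leave few such genes among those with early Ct, but of the 60 target genes with a mean Ct of at most 30, 17 were higher and 5 lower. Some of these, such as *Ifng*, had a Ct over 30 in the naive pool. Of the 24 later target genes, 11 were higher and 2 lower, so late noise may still add to the imbalance. The choice of normalising genes cannot be told apart from a rise of the whole panel. A common shift of all log2 folds by 0.41 would bring the counts to 19 higher and 13 lower, and the error of the mean of only 4 housekeeping genes allows up to 0.661 at the 95% level. With the median Ct of the 74 target genes under the ceiling in both pools as normaliser 14 were higher and 22 lower (18 and 17 with the median over all 84, chosen after seeing the data). The first of these shifted all log2 folds by -0.78, beyond their median of 0.35, so it went past centring and turned the balance. Centring on the median Ct difference of the 74, also chosen after seeing the data, gave 20 and 11, and centring itself pulls the counts together. Each of these assumes that a cytokine panel does not rise as a whole. A rise with infection stays open as a hypothesis.

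*Adipoq* and *Mstn*, markers of fat and of skeletal muscle, were both lower in the infected pool. The log2 fold of either was at most -2.47 in each normaliser setting. No setting raised log2 folds by more than 0.18, so the settings could not have brought either gene within 2-fold and do not test the choice of normalising genes. The error of the mean of the 4 housekeeping genes, up to 0.661 at the 95% level, was smaller than both falls (log2 fold -3.75 for *Adipoq*, at most -2.65 for *Mstn*). Less fat and muscle in the infected samples cannot be told apart from a change within the lung, because the array holds 0 other genes of that list. *Mstn* had a Ct of 32.4 in the naive pool, near the ceiling, and with a ceiling of 33 it was at least 1.57-fold lower, a bound under the threshold. *Adipoq* had a Ct of 25.9. Infection itself stays open and untested.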

How the results depend on the processing

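The normaliser and the treatment of late genes both moved these results, and 1 pool per condition leaves the error across mice unknown for the array. For *Cxcl9*, *Ccl2* and *Il13* the paper shows qRT-PCR of single mice in Fig 2B, which was not analysed here. Its legend marks microfilaremic and amicrofilaremic mice apart, and the infected pool does not separate them. The 6 other sets of housekeeping genes shifted all log2 folds by -0.27 to 0.18 and gave 25 to 31 higher and 5 to 11 lower genes, with 11 lower when *B2m* was added. The median Ct of the 74 target genes under the ceiling in both pools shifted them by -0.78 and gave 14 higher and 22 lower. Chosen after seeing the data, the median Ct of all 84 target genes shifted them by -0.58 and gave 18 and 17, and the median Ct difference of the 74 gave 20 and 11. Thresholds set the counts by construction: 38 higher and 13 lower at 1.5, and 18 higher and 3 lower at 3. Leaving out genes at the ceiling in either pool, chosen after seeing the data, gave 24 and 6. Late genes left out gave 20 and 5, a ceiling of 33 gave 24 and 6, and 1.9 per cycle gave 27 and 6. The deposited Ct is already capped at 35, so the setting without a ceiling was not run. *Cd70*, *Csf3* and *Il24* have no fold at a ceiling of 33, where both pools reach it, and the bounds of *Il21* (log2 fold 0.27) and *Mstn* (-0.65) lay under 2-fold there. *Il3*, *Il9*, *Il23a* and *Nodal* also have no fold at that ceiling.

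With the median Ct of the 74 genes, the median log2 folds were 0.27 (Th1), -0.28 (Th2), 0.53 (eosinophil and Th2-cell chemokines), 2.21 (monocyte chemoattractants), -0.11 (neutrophil), -1.19 (Th17), -0.15 (homeostatic chemokines), 0.62 (IL-10), -0.70 (IL-1 and IL-6), -0.25 (T and B cell growth), -0.10 (TNF superfamily), -0.28 (colony-stimulating factors), -1.56 (BMP), 0.89 (tissue repair), -0.85 (platelet) and -3.98 (fat and muscle). With a ceiling of 33 they moved to -0.062 (Th2), 0.15 (neutrophil), 0.65 (IL-10), 0.10 (T and B cell growth), -0.062 (colony-stimulating factors) and -2.203 (fat and muscle). With genes over 30 cycles in both pools left out they moved to 3.14 (Th2), -1.86 (Th17), 0.65 (IL-10), -0.38 (T and B cell growth), 0.027 (colony-stimulating factors) and -3.75 (fat and muscle), over fewer genes. Only *Il4* and *Il13* were left for Th2, and the Th17 and the fat and muscle values are the single genes *Ccl20* and *Adipoq*. A gene that was late only in the naive pool, such as *Il13*, stays in this setting. Of 447 values of single genes, 51 moved by more than the SD of the housekeeping genes and 0 of those past 2-fold changed sign. That count of 0 is no sign of stability. The largest normaliser shift, -0.78, is too small to reverse a gene past 2-fold, and amplification of 1.9 per cycle only scales the folds. These values are not separate checks, since each normaliser shifts all genes by the same amount. The other sets of housekeeping genes shift them by less than that SD and could move none. The median Ct of the 74 genes had to move all 45 named genes. No paired analysis was possible because each condition is 1 pool.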

Differences from the paper's values

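No value that the paper states for this array differed from the recomputed one by over 1.5 times, over the counts of genes and the 37 folds of Fig 2A. The paper's count of downregulated genes is 7, as here. Its count of upregulated genes is 30, against 28 of the 84 target genes here, at the same threshold. Fig 2A includes *B2m*, a housekeeping gene of the array that is outside the 84 target genes, at 2.58-fold here. It also includes *Cxcl3*, which was at 1.97-fold here, under the threshold. *Cxcl3* passed 2-fold without *Gapdh* (2.02-fold), without *Gusb* (2.23-fold) and with *Actb* and *Gapdh* only (2.13-fold). Counting *B2m* with the target genes and rounding folds to 1 decimal, with folds of at least 2.0 counted and not only those over it, chosen after seeing the values, gave 30 and 7 and drops 0 of the genes that the paper calls.

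Fig 2D draws *Ccl17* as upregulated, and it was at 1.93-fold here. It passed 2-fold without *Gusb* (2.18-fold) and with *Actb* and *Gapdh* only (2.09-fold). *Lta*, outside the rule for named genes, is listed in S1 Table and was at 1.89-fold here, with 2.14-fold as the highest over the normaliser settings. Among the names of S1 Table, 2 (CCL3L3 and CXCL2) matched no gene of the array, and 3 genes of Fig 2A (*Ccl3*, *Ccl12* and *Cxcl1*) were matched by none of its names. The 2 names may stand for *Ccl3* and for *Cxcl1* or *Cxcl3*, which was not resolved, so these need not be mismatches. The number of molecules that S1 Table gives equals the number of names listed for all 29 functions of Fig 2C, and in some of them CCL2 and Ccl2 are listed as separate molecules.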

Other observations

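Of 5 genes of the Th17 and IL-23 axis, *Il17f* and *Ccl20* were over 2-fold lower, *Il22* and *Il23a* lay within 2-fold and *Il17a* has no fold, with a median log2 fold of -0.40 at percentile 3.28 of random lists. Without *Il17a*, at the ceiling in both pools, the median of 4 was -0.78 at percentile 0.95. *Il22*, a cytokine that acts on epithelium, was at 0.757-fold and *Il23a* at 1.15-fold. Of 7 BMPs and other members of the TGF-beta superfamily, 2 were over 2-fold lower, 4 lay within 2-fold and *Nodal* has only a bound, with a median log2 fold of -0.78 at percentile 0.32. Besides *Bmp6* and *Mstn*, *Bmp2* was at 0.577-fold and *Bmp4* at 0.581-fold. No normaliser setting raised log2 folds by more than 0.18, so none could bring *Bmp2* or *Bmp4* to a fold of 1. With the median Ct of the 74 target genes as normaliser they were over 2-fold lower, at 0.336-fold and 0.338-fold, and so was *Tgfb2* at 0.485-fold. *Bmp7* was at 1.15-fold, and at 0.667-fold with the median Ct of the 74 target genes under the ceiling in both pools as normaliser. *Nodal*, at the ceiling in the naive pool, was at 1.61-fold or more, and *Tgfb2* at 0.834-fold.

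Other families stayed mostly within 2-fold. Of 9 genes of the IL-1 and IL-6 families, 1, *Il6*, was higher (median log2 fold 0.08, percentile 24.6, but a median of -0.70 with the median Ct of the 74 target genes under the ceiling as normaliser), and *Il1a* was at 0.598-fold and *Il1b* at 0.767-fold. Of 5 colony-stimulating factors, 1, *Csf3*, was higher (median log2 fold 0.50, percentile 42.7, a median that is the bound of *Il3*, and was -0.062 with a ceiling of 33 and -0.28 with that normaliser), and *Csf2* was at 0.673-fold. The 3 homeostatic chemokines had a median log2 fold of 0.63 (percentile 83.1), but a median of -0.15 with that normaliser, and none was past 2-fold, with *Cxcl13* at 1.74-fold and *Cxcl12* at 0.673-fold. The 2 platelet genes, *Pf4* and *Ppbp*, were at 0.978-fold and 0.931-fold (median log2 fold -0.07, percentile 28.7, but a median of -0.85 with that normaliser). The 2 genes of the fat and muscle list had a median log2 fold of -3.20 at percentile 0.08, and of -2.203 with a ceiling of 33, as *Mstn* is a bound. They are the 2 most lowered genes of Fig 2A, which had been read when the list was fixed, so this percentile carries no weight. Outside Fig 2A and S1 Table, 14 genes lay below the lowest normalising gene, led by *Vegfa*. That all 14 stayed below a fold of 1 in each normaliser setting was fixed by this selection, since no setting raised log2 folds by more than 0.18. With the median Ct of the 74 genes as normaliser all 14 were over 2-fold lower, *Il9* as a bound. The examples here were chosen after their values were seen, except those that the rule for named genes covers.

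In the GRCm38.p6 annotation, *Ccl2*, *Ccl7*, *Ccl11* and *Ccl12* follow each other with 0 coding genes between them, and all 4 were over 2-fold higher. With the median Ct of the 74 target genes as normaliser, *Ccl11* (1.41-fold) and *Ccl12* (1.99-fold) were not. Of the genes that 1 coding gene parts, *Cxcl9* and *Cxcl10* were both higher, while *Il5* was not higher with *Il13*. No link between position and fold was tested. The same annotation lists the symbol *Cxcl11* as a transcribed pseudogene, but the accession of the array did not match it, so this rests on the symbol alone. Its transcript was measured at a Ct of 32.9 in the naive pool and 31.6 in the infected pool.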
